# Fibroblast Growth Factor 2 Promotes Bladder Hypertrophy Caused by Partial Bladder Outlet Obstruction

**DOI:** 10.3389/fcell.2021.630228

**Published:** 2021-03-30

**Authors:** Ye Gao, Peilin Liu, Fan He, Xingliang Yang, Ronghua Wu, Wei Chen, Longkun Li, Zhenxing Yang

**Keywords:** FGF2, hypertrophy, bladder outlet obstruction, BDNF, urodynamics

## Abstract

Non-invasive biomarkers to identify patients with bladder outlet obstruction (BOO)-related dysfunction are still needed to guide clinical practice. The current study aims to investigate molecular alterations and biomarkers associated with partial BOO (PBOO) in rats. Sprague–Dawley rats were used to establish the BOO model. Serum samples from 60 patients with benign prostatic hyperplasia (BPH) were used for enzyme-linked immunosorbent assay analysis. RNA sequencing and TMT-labeling proteomic analyses were conducted to identify molecular alterations. Masson’s trichrome, H&E, and immunohistochemical staining and western blotting were conducted by using conventional methods following the manufacturer’s instructions. Rats with PBOO experienced hypertrophy of smooth muscle cells and hyperplasia of interstitial cells during the first 4 weeks after the initiation of obstruction. Four weeks later, rats with PBOO showed activation of the adaptive immune response, cell death and apoptosis. The levels of brain-derived neurotrophic factor (BDNF) and fibroblast growth factor 2 (FGF2) in the serum gradually increased in the first 4 weeks and gradually decreased after week 4. FGF2 levels slightly correlated with prostate volume (*R* = 0.156, *P* = 0.0028) but not with age or BMI in BPH patients. No correlations were found between BDNF levels and prostate volume, age or BMI. BOO induces a change from bladder compensation to decompensation at week 4. FGF2 is involved in the development of hypertrophy in the PBOO bladder and shows a positive correlation with prostate volume in BPH patients.

## Introduction

Bladder outlet obstruction (BOO), defined as a high-pressure/low-flow micturition pattern on urodynamic investigation, is a consequence of benign prostatic hyperplasia (BPH) in aging men, bladder neck obstruction (BNO), posterior urethral valve (PUV), and urethral stricture (US) (Metcalfe et al., 2010). An estimated 917 million individuals worldwide experienced lower urinary tract symptoms (LUTS)/BOO in 2008, with the number of affected individuals projected to increase by 9.3% to 1.0 billion in 2013 and by 18.5% to 1.1 billion in 2018 (Irwin et al., 2011). The prevalence of this condition in women has been estimated to be between 2.7 and 29%, and women report fewer classic obstructive symptoms than men (Patel and Nitti, 2001). One of the topical issues from the 2018 International Consultation on Incontinence-Research Society (ICI-RS) meeting shows that functional changes in the bladder occur as a consequence of BOO (Bosch et al., 2019). As Fusco et al. (2018) summarized in their review, bladder wall remodeling due to BOO is hypothesized to involve an initial hypertrophy phase, a subsequent compensation phase and a later decompensation phase.

Bladder outlet obstruction patients with compensation stages show increased detrusor contractility during the voiding phase, often in combination with filling phase detrusor overactivity. As the obstruction continues to progress, patients in the phase of decompensation show detrusor underactivity, and always accompanied by progressive dysuria and larger amount of postvoid residual urine volume (PVR) (Elmissiry et al., 2014). Identifying the function of bladder depend on urodynamics examination, bladder wall thickness (BWT), detrusor wall thickness (DWT) with imaging test, questionnaire of International Prostate Symptom Score (IPSS), et al. However, no international standards or guidelines were made to standardize the diagnosis and we still lack non-invasive techniques or biomarkers to identify which patients are at increased risk of BOO-related bladder dysfunction. Non-invasive markers offer some advantages such as reduced risk of sampling error, objectiveness in the interpretation of the result, appropriateness for repeated measurements and lower cost.

Previous studies have shown that dysregulation of brain-derived neurotrophic factor (BDNF) contributes to the development of stress urinary incontinence (SUI) and bladder pain syndrome/interstitial cystitis (BPS/IC) (Song et al., 2014). Pinto et al. (2010) confirmed that blocking the specific receptor TrkB (high-affinity receptor for BDNF) can significantly improve the symptoms of IC. In addition, Antunes-Lopes et al. (2013) demonstrated that the ratio of BDNF to creatinine in the urine of patients with overactive bladder (OAB) was significantly higher than that in the control group; thus, BDNF is regarded as a potential biological marker for the diagnosis and treatment of OAB. To understand the role of BDNF in the development of BOO, a partial BOO (PBOO) rat model was established using traditional methods (Kitta et al., 2018). In a preliminary experiment, we found that the level of BDNF was higher in rats with PBOO at week 4 and then gradually decreased after week 5. Therefore, the current investigation aimed to clarify the pathophysiology of PBOO and identify biomarkers of the associated process.

## Materials and Methods

### Rats and Establishment of the PBOO Model

Female Sprague–Dawley (SD) rats (age about half a year, *n* = 45, 200–300 g) were obtained from the Experimental Animal Center of Army Medical University (Chongqing, China). All experimental procedures were approved by the Research Council and Animal Care and Use Committee of Army Medical University (approval no. SYXK20070002) and were performed in accordance with the Guide for the Care and Use of Laboratory Animals published by the National Institutes of Health. Briefly, catheterization was achieved by passage of a polyethylene tube through the urethral orifice into the bladder. A 2–3 cm incision was made along the lower abdominal ventral wall, and then the muscle and tissue were dissected until the bladder was exposed. A 3-0 polypropylene suture was used to place a tie around the bladder neck and urethra and then draw out the polyethylene tube. The incision was sutured and disinfected with povidone iodine, and the rat was placed in a warm environment after surgery. The rats in the control group received only a 2–3 cm incision along the lower abdominal ventral wall and were then directly sutured. The whole process was performed under sterile conditions.

### BPH Patients

A total of 60 patients with BPH were recruited from the Second Affiliated Hospital of Army Medical University from 2018 to 2019. All patients were interviewed individually by trained doctors. The patient inclusion criteria were as follows: ① BPH diagnosis made via ultrasonography; ② prostate-specific antigen (PSA) level less than 4.0 ng/ml; and ③ high-pressure/low-flow micturition pattern on urodynamic examination. For the control group, 10 healthy students aged 19–22 years old were recruited from Army Medical University. The control inclusion criteria were as follows: ① absence of LUTS and ② no BPH or LUTS indicated by ultrasonography. This study was conducted with the approval of the ethics committee of Army Medical University (2018-YD-35-01). All participants gave written informed consent.

### Cystometric Evaluation

Female SD rats were subjected to cystometric evaluation 4 weeks after surgery. Inhalation anesthesia was applied by using an R540 Enhanced Small Animal Anesthesia Machine (RWD Life Science Co., Ltd., Shenzhen, China). Polyethylene tubing (Becton, Dickinson and Company, Franklin Lakes, NJ, United States) was inserted into the bladder via an incision in the abdomen. Then, catheters were connected to a three-way valve connected to an infusion pump (AVI 270; 3M, Maplewood, MN, United States) and a pressure transducer (Chengyi Co., Chengdu, China). Cystometric evaluation was performed by infusing warm saline (∼ 37°C) at a rate of 0.2 ml/min. The pressure transducer output was amplified and visualized using a multichannel signal processing system (RM6240C; Chengyi Co.).

### Masson’s Trichrome, Hematoxylin and Eosin (H&E) and Immunohistochemical Staining

Bladder tissues isolated from sacrificed rats were sequentially fixed with 4% paraformaldehyde, dehydrated, and embedded in paraffin. Then, the tissues were deparaffinized and rehydrated. Masson’s trichrome staining (Foot, 1933) and H&E staining (Cardiff et al., 2014) were performed according to a standard protocol. For immunohistochemical (IHC), bladder sections stained with H&E were incubated overnight at 4°C with a primary antibody against TrkB (ab172952, 1:100). The secondary antibody was goat anti-rabbit, goat anti-mouse, or rabbit anti-mouse IgG from a standard SP kit (Zhongshan Co., SPN-9002) and was selected according to the type of primary antibody. A Pannoramic MIDI slice scanner (3D HISTECH) was used to obtain the images.

### Enzyme-Linked Immunosorbent Assay

Enzyme-linked immunosorbent assay (ELISA) kits for rat serum BDNF (SEA011Hu and SEA011Ra) and fibroblast growth factor 2 (FGF2) (SEA551Hu and SEA551Ra) antigen detection were purchased from CLOUD-CLONE Co. (Wuhan, China). The procedure was as follows: (1) a 100 μl serum sample from the rat tail vein was prepared for testing; (2) a 100 μl sample as added to a 96-well plate and incubated at 37°C for 1 h; (3) 100 μl of solution A was added and incubated at 37°C for 1 h; (4) the plate was washed three times; (5) 100 μl of solution B was added and incubated at 37°C for 30 min; (6) the plate was washed five times; (7) 90 μl of TMB substrate was added and incubated at 37°C for 10–20 min; and (8) 50 μl of stop solution was added and read at 450 nm immediately.

### RNA Sequencing Analysis

Bladder tissues were collected from rats in the PBOO and sham groups at week 4 and week 5. Total RNA was extracted using TRIzol^®^ Reagent (Invitrogen, United States) according to the manufacturer’s instructions. High-quality RNA samples were used for library preparation. RNA sequencing (RNA-Seq) libraries were prepared using the Illumina TruSeq^TM^ RNA sample preparation kit (Illumina, San Diego, CA, United States). The libraries were then used for paired-end (PE) sequencing with the Illumina HiSeq4000 platform, and 150 bp PE reads were generated. Quality control of the reads was performed by using SeqPrep^1^ and Sickle^2^ software. Adapter and primer sequences were removed, and sequences with lengths smaller than 20 bp were discarded. After trimming low-quality bases, sequences with quality values less than 10 were discarded. The error rate (%), Q20 and Q30 values, GC content (%), and sequence duplication levels of the resulting high-quality clean reads were then evaluated. The high-quality reads were mapped to the reference, and reference-based assembly of transcripts was performed using Stringtie^3^. Quality control of raw data was conducted with FastQC software^4^. Clean reads were mapped to the reference genome by using HISAT2 v2.0.4. The mapped reads of each sample were assembled by using StringTie v1.3.1 with a reference-based approach. Gene expression values were expressed as reads per kilobase of exon per million fragments mapped (FPKM) using featureCounts software. DEGene analysis was performed using the DESeq2 R package. DESeq2 provides statistical routines for determining differential expression based on gene expression data using a model based on the negative binomial distribution. The resulting *P*-values were adjusted using the Benjamini–Hochberg approach to control the false discovery rate (FDR). Genes with an adjusted *P*-value of <0.05 (FDR < 0.05) by DESeq and a fold change of ≥2 (| log2 fold change| ≥ 1) were considered to be differentially expressed.

### Tandem Mass Tag-Labeling Proteomic Analysis

Bladder tissues were collected from rats in the PBOO and sham groups at week 4 and week 5. The samples were ground and then transferred to a 5-ml centrifuge tube filled with lysis buffer. The supernatant was collected, and the protein concentration was determined with a BCA kit. Then, trypsin digestion was performed. After trypsin digestion, the peptide was desalted on a Strata X C18 SPE column (Phenomenex) and vacuum-dried. The peptide was reconstituted in 0.5 M TEAB and processed according to the manufacturer’s protocol for the tandem mass tag (TMT)/iTRAQ kit. The tryptic peptides were dissolved in 0.1% formic acid and directly loaded onto a homemade reversed-phase analytical column. The gradient was comprised of an increase from 6 to 23% solvent B (0.1% formic acid in 98% acetonitrile) over 26 min, an increase from 23 to 35% in 8 min, an increase to 80% in 3 min and holding at 80% for the last 3 min, all at a constant flow rate of 400 nl/min on an EASY-nLC 1000 UPLC system. The peptides were subjected to NSI followed by tandem mass spectrometry (MS/MS) on an Exactivei^TM^ Plus (Thermo) coupled online to the UPLC. The resulting MS/MS data were processed using the Maxquant search engine (v.1.5.2.8). Tandem mass spectra were searched against the human UniProt database concatenated with the reverse decoy database. Trypsin/P was specified as a cleavage enzyme allowing up to 4 missing cleavages. The FDR was adjusted to <1%, and the minimum score for modified peptides was set to >40.

### Cell Proliferation Assay

The bladder tissues were isolated from the sacrificed rats under aseptic conditions and placed in sterile PBS (phosphate buffered saline) (Gibco, pH 7.4 basic, #lot8119170, China). Using sterile forceps and either small sterile scissors or a sterile scalpel, the bladder tissue was minced to small pieces. The minced bladder tissue was transferred to a 50 ml tube for the following enzymatic digestion. Tissues from rats were digested in a digestion solution containing 2 mg/ml papain (Worthington, #lotLS003120), 100 U/ml Collagenase II (Sigma, CAS No: 9001-12-1, United States), and 100 U/ml Collagenase IV (Sigma, CAS No: 9001-12-1, United States) in DMEM-high glucose medium (Lee et al., 2013). The digested suspension was passed through a 60 μm Steriflip (Millipore, CAS No: SCNY00060), washed twice with washing medium (PBS and 0.04% BSA). The fibroblast and smooth muscle cells were seeded into 6-well plates with DMEM-high glucose medium (Gibco, Life Technologies, Grand Island) and SMCM medium (ScienCell, #lot28299) separately. Recombinant fibroblast growth factor 2 (RPA551Ra01) was purchased from CLOUD-CLONE Co. (Wuhan, China). Cell Counting Kit-8 (CCK-8) reagent (Dojindo, Shanghai, China) were employed to assess cell viability. The Fgf2 group and non-Fgf2 group of fibroblast and smooth muscle cells were cultured in a 96-well plate at the density of 2,000 cells/well and then incubated for 24, 48, 72, 96, 120, and 144 h. A total of 10 μl CCK-8 reagent were added in 100 μl replaced medium before detection. Then, the optical density (OD) values at the wavelength of 450 nm was measured on an enzyme-linked immunosorbent assay plate reader (Varioskan Flash, Thermo Fisher Scientific, Waltham, MA, United States).

### Statistical Analysis

Bladder sc-RNA-seq data were available from the Gene Expression Omnibus (GEO), accession number GSE108097. Fischer Rat RNA-seq data accession number GSE63652. The Gene Set Enrichment Analysis (GSEA) platform was used for pathway analysis. Image-pro plus 6.0 (Media Cybernetics, Inc., Rockville, MD, United States) was employed to measure the area of blue collagen fibers and the percentage area of collagen fibers after Masson staining. 3D panoramic scan software (Scanner model: 3D HISTECH Pannoramic250, Hungary) was used to observe and describe different types of lesions.

The Gene Ontology (GO^5^), Biocarta^6^, and Kyoto Encyclopedia of Genes and Genomes (KEGG^7^) databases were used for pathway analysis. Proteins were classified by GO annotation into three categories: biological process, cellular compartment, and molecular function. For each category, two-tailed Fisher’s exact test was employed to test the enrichment of the differentially expressed protein against all identified proteins. For GO, a corrected *P*-value < 0.05 was considered significant.

## Results

### Establishment of the Rat PBOO Model

The PBOO model was successfully established in female rats by using traditional methods (Mattiasson and Uvelius, 1982). Not only bladder shape (Figure 1A) and weight (Figure 1B, *P* < 0.001) but also cystometric measures including voiding pressure (Figures 1C,D) and voiding frequency (Figures 1D,E) differed between the model and control groups. Masson’s trichrome staining indicated thicker muscle fibers (Figure 1F) and a smaller area of collagen fibers (Figure 1G, *P* < 0.01) in rats with PBOO 4 weeks after surgery. H&E staining of bladder tissue demonstrated local muscle fiber swelling, cytoplasmic looseness, occasional granular mast cells, and a small number of neutrophils in the blood vessels (Figure 1H). All characteristics mentioned above indicated that the PBOO rat model was established according to the pathological features of abnormal bladder function caused by obstruction (Sarma and Wei, 2012).

**FIGURE 1:**
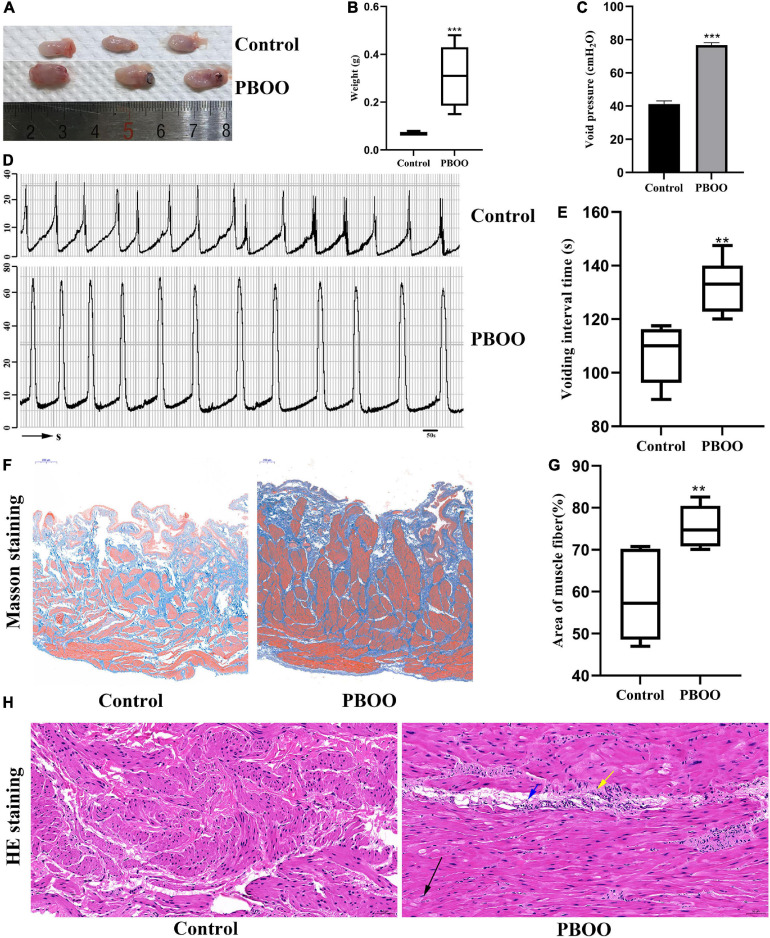
Construction of bladder partial outlet obstruction (PBOO) model in rat. Bladder shape **(A)** was bigger and weight **(B)** was higher in rat of PBOO compared with control group. Cystometric evaluation **(D)** indicated higher voiding pressure **(C)** and lower voiding frequency **(E)** compared with control group. Masson staining of bladder tissue show hypertrophy muscle fiber **(F)** and lower area of collagen fiber **(G)** in PBOO rat. HE staining of bladder tissue demonstrated local muscle fiber swelling **(H)**, cytoplasmic looseness (black arrow), occasional granular mast cells (yellow arrow), and a small number of neutrophils in the blood vessels (blue arrow). *P < 0.05, **P < 0.01, ***P < 0.001.

### The Role of Bdnf in the Development of PBOO

To investigate the role of Bdnf in the process of PBOO, serum from the rat tail vein (*n* = 8) was obtained every week. The level of Bdnf antigen detected by ELISA gradually increased, peaked at 4 weeks, and then gradually decreased 4 weeks later (Figure 2A). These results indicated that Bdnf was altered mainly in the first 4 weeks. To clearly elucidate the cell types affected by Bdnf, Ntrk2 (the Bdnf receptor) expression levels were detected in the rat bladders. Combining single-cell sequencing data and IHC staining, we found that Ntrk2 was mainly expressed in interstitial and smooth muscle cells in the bladder (Figures 2B,C). More importantly, no difference in Ntrk2 expression was found in bladder tissue from control or PBOO rats (Figures 2D–G). Therefore, BDNF may act on interstitial and smooth muscle cells of the bladder, and these effects last approximately 4 weeks in rats with PBOO.

**FIGURE 2:**
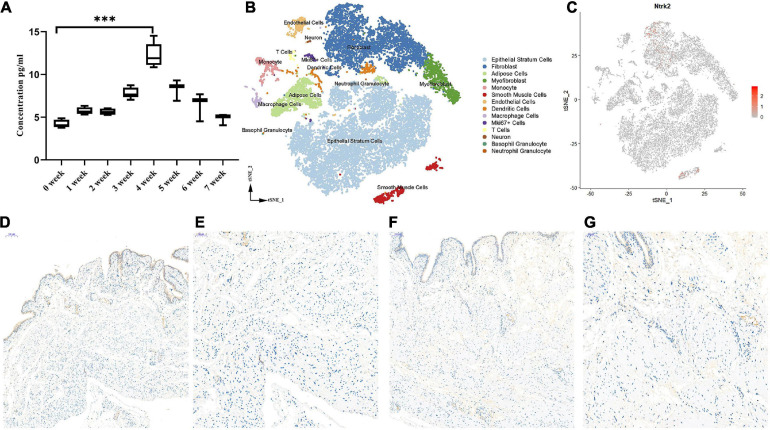
The role of BDNF in the process of PBOO. The level of BDNF in rat serum (*n* = 8, female) gradually increase and reach higher levels on 4 weeks, then gradually decrease 4 weeks later **(A)**. t-SNE analysis of all of the filtered cells (*n* = 19,946) from rat bladder **(B)**. BDNF receptor, Ntrk2 express mainly in interstitial cells and smooth muscle cells (**C**, red color). Immunohistochemistry staining of antibody Trkb2 in normal (**D**, 10× and **E**, 20×) and PBOO (**F**, 10× and **G**, 20×) rat bladder. ***P < 0.001.

### RNA-Seq Analysis of PBOO Bladder Tissues at Week 4

During the development of the PBOO rat model, a turning point was observed at 4 weeks. 

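For RNA-seq, bladder tissues of 3 rats with PBOO and 3 normal rats at week 4 and of 2 rats with PBOO and 3 normal rats at week 5 were mapped to their groups from the sample labels. According to the methods, the authors mapped the reads with HISAT2, assembled transcripts with StringTie and expressed each gene as FPKM, that is, as fragments relative to exon length and to all fragments mapped. The paper's text does not name the genome build or the annotation. The deposited table lists 18507 genes by symbol, with an FPKM value for each of the 11 samples. The table holds no read counts, and its low values did not clearly fall on whole reads. Among genes under 0.1 FPKM in both of a pair of samples, between 8.9% and 12.0% had values whose ratio, at the best common scale, was within 0.5% of a ratio of whole numbers from 1 to 5, against 7.9% to 12.0% after the genes were shuffled. Within each pair of samples, the real share was never below the shuffled one. The widest gap was 11.7% against 8.5%, for normal week 5 replicates 1 and 2, so a weak trace of whole reads was not excluded. No depth was read from so small a gap. The sequencing depth of each sample is therefore unknown, and no error from counting is given. At week 4, the FPKM values summed to 544054, 554729 and 564343 in the normal samples and to 515068, 510270 and 531819 in the PBOO samples. The 10 highest genes took between 9.4% and 9.7% of the sum in the normal samples, and 13.7%, 15.6% and 20.0% in the PBOO samples. In all, 4871 genes were listed at 0 in all 6 week 4 samples and 403 in all 5 week 5 samples, while no gene was at 0 in all 11. Of the 657 genes with a mean of at least 100 FPKM at week 5, 62 were listed at 0 in every week 4 sample, so a 0 is reported here only as the listed value. Within each week, PBOO and normal samples were compared with limma (empirical Bayes with a trend on the mean) on log2(FPKM + 0.1), without further scaling, for genes with a mean of at least 0.5 FPKM over the samples compared. The fold changes are on this scale, which understates the change of low genes. Adjusted p-values are from the Benjamini-Hochberg method. On simulated data with 200 changed genes, the same steps recovered 196 (98%) of them at an unadjusted p under 0.05 among the 11320 genes tested at week 4, and 171 (85.5%) after adjustment. The normal and PBOO samples of week 4 carry the same replicate numbers, although nothing in the labels pairs the rats. The deviations of same-numbered samples from their group means had a mean correlation of 0.121 across genes, against -0.064 for samples of different numbers. These means are tied, because deviations from a group mean sum to 0. Single pairs ranged from -0.024 to 0.232 for the same number and from -0.21 to 0.094 for different numbers. A pairing of the rats was therefore not shown. The week 4 results are also given with the replicate number as a block, which was planned as an alternative.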

To clearly understand the different pathophysiology between PBOO bladder tissues evaluated at week 4 and week 5, RNA-seq and TMT-labeling proteomic analysis were performed on PBOO and control rat bladder tissues. Compared with the control tissues, PBOO bladder tissues at week 4 had 137 genes with increased expression (fold change > 2, and *P* < 0.05) and 288 genes with decreased expression (fold change < −2, and *P* < 0.05) (Figure 3A). 

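In this comparison of the 3 PBOO and 3 normal samples of week 4, 555 of 11320 genes had an unadjusted p under 0.05 and at least a 2-fold change, 278 upregulated and 277 downregulated. With the replicate number as a block, there were 597, of which 305 were upregulated. At the same fold and an adjusted p under 0.05, which the methods name, limma called 42 genes, 30 upregulated and 12 downregulated. With the block it called 55, which held 26 of the 42. The number was 0 with median-ratio scaling, without the filter on low values, without a trend in eBayes and without moderation of variances. Under the other settings that kept all samples it ranged from 40 to 243. The smallest adjusted p in limma was 0.0478. The median log2 fold change of all genes was -0.25 and fell to -0.01 after median-ratio scaling of the samples, which left 531 genes at the unadjusted threshold, 410 upregulated and 121 downregulated. That scaling moved the direction of the calls most, while a pseudocount of 1 lowered their number most, to 336 genes. The FPKM of every PBOO sample lay above that of every normal sample in 750 genes and below it in 3956 genes, together 41.6% of those tested, where chance gives 10%. Grem1, which had the largest increase among genes whose groups did not overlap, had 59.0 ± 29.0 FPKM (SD, n = 3) in PBOO and 1.40 ± 1.16 FPKM (SD, n = 3) in normal samples. Its log2 fold change was 5.42 (standard error 0.58, limma adjusted p = 0.0478). Actc1, which encodes cardiac actin, had a log2 fold change of 4.12 (standard error 0.55, limma adjusted p = 0.0483), with 1290 ± 918 FPKM (SD, n = 3) in PBOO and 59.8 ± 5.71 FPKM (SD, n = 3) in normal samples. The log2 fold change of Bdnf was 4.13 (standard error 0.80, limma adjusted p = 0.0541), from 0.113 ± 0.128 FPKM (SD, n = 3) in normal to 4.48 ± 3.82 FPKM (SD, n = 3) in PBOO samples. Cpne9 (log2 fold change 4.07) and Thbs4 (log2 fold change 3.70) complete the 5 largest increases. Among genes whose groups did not overlap and with a mean of at least 1 FPKM, Asic4 decreased most. Its values fell from 7.32 ± 1.90 FPKM (SD, n = 3) to 0.422 ± 0.389 FPKM (SD, n = 3), a log2 fold change of -4.08 (standard error 0.56, limma adjusted p = 0.0483). It was followed by Car7, Mboat7l1, Fcrla and Igfbp3, with log2 fold changes of -3.83, -3.66, -3.29 and -2.89. Of these 10 genes, Grem1, Actc1 and Asic4 had an adjusted p under 0.05 in limma.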

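The GO terms themselves were not used here, and short lists of genes, written by hand before the values were seen, stood in for them. Each list was set against all genes tested at week 4 with camera, the gene set test of limma, at a fixed inter-gene correlation of 0.01, and p was adjusted over 19 lists. Of 36 contractile genes, 25 were upregulated and none was downregulated at an unadjusted p under 0.05. Their median log2 fold change was 0.66 in PBOO bladder tissues, while that of all genes was below 0 (limma camera, adjusted p = 3.79e-29, and 3.82e-25 with the replicate block). When camera estimated the correlation between genes from the data, the adjusted p was 0.0334. Actg2 encodes the enteric smooth muscle actin, and reads shared with other actin genes of similar sequence cannot be told apart in these values. It rose from 4421 ± 359 FPKM (SD, n = 3) to 22070 ± 6970 FPKM (SD, n = 3), a log2 fold change of 2.27 (standard error 0.28, limma adjusted p = 0.0483). Cnn1 (calponin) had a log2 fold change of 1.89 and Des (desmin) of 1.88, with limma adjusted p = 0.0538 and 0.0523. Of 40 extracellular matrix genes, 26 were upregulated and 1 was downregulated, with a median log2 fold change of 1.03 (limma camera, adjusted p = 4.23e-30, and 6.63e-33 with the block). With the estimated correlation, this list had an adjusted p of 0.0536 in limma's camera. Fn1 (fibronectin) rose from 47.7 ± 9.50 FPKM (SD, n = 3) to 313 ± 147 FPKM (SD, n = 3), a log2 fold change of 2.61 (standard error 0.38, limma adjusted p = 0.0483). The largest log2 fold change of the list was 3.49 for Ltbp2 (standard error 0.73, limma adjusted p = 0.0580). Among 19 collagen genes, 7 were upregulated and 1 was downregulated, with a median log2 fold change of 0.76. Of the 555 genes past both thresholds, 19 were upregulated extracellular matrix genes and 10 were upregulated contractile genes (Fisher's exact test against all genes tested, two-sided, adjusted p = 1.10e-19 and 4.67e-08). Over all 19 lists, 12 passed an adjusted p of 0.05 at the fixed correlation. The 6 samples can be split in 4 ways that part the same-numbered pairs, and 3 of these splits, the real one included, gave as many lists. With the estimated correlation, 4 lists passed in the real split and none in any other, or 9 against at most 3 at an unadjusted p under 0.05.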

The 137 upregulated genes were enriched in pathways related to extracellular matrix structure, contractile fibers, myofibrils, the actin cytoskeleton, etc., which are widely associated with interstitial and smooth muscle cells (Figure 3B). 

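At week 4, 90 of the ion channel genes in the paper's supplementary list passed the filter on low values. That list lacks some channel genes, among them Asic4. At an unadjusted p under 0.05 and a 2-fold change, 3 genes of the list were downregulated (Fisher's exact test against all genes tested, two-sided, adjusted p = 0.929) and 6 were upregulated (adjusted p = 0.0401). Their median log2 fold change, -0.24, lay 0.01 above the median of all genes. The gene set test ranked the list above the other genes (limma camera, adjusted p = 0.00989, and 0.0222 with the replicate block), but with the estimated correlation the adjusted p was 0.709. Grin2c, a glutamate receptor subunit, decreased most among the ion channel genes with separated groups, from 4.81 ± 0.801 FPKM (SD, n = 3) to 1.88 ± 0.806 FPKM (SD, n = 3), a log2 fold change of -1.37 (standard error 0.31, limma adjusted p = 0.0650). Of 37 synaptic membrane genes listed by hand, 20 passed the filter. Their median log2 fold change was -0.30, which is 0.05 below that of all genes (limma camera, adjusted p = 0.688, and 0.713 with the block). In this list, 3 genes were downregulated and 1 was upregulated at an unadjusted p under 0.05. Syt1 (synaptotagmin 1) alone also passed the 2-fold threshold, with a log2 fold change of -1.45 (standard error 0.35, limma adjusted p = 0.0714).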

The 288 downregulated genes were mainly enriched in pathways related to channel activity and synaptic membranes (Figure 3C). Overall, the 455 up- and downregulated genes were enriched in pathways related to membrane potential, synaptic membranes and ion gated channel activity (Figure 3D). 

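Counting both directions, 9 of the 90 ion channel genes of the supplementary list and 1 of the 20 synaptic membrane genes were among the 555 genes. By comparison, the 555 genes held 29 upregulated and 1 downregulated of the 75 genes of the epithelial-mesenchymal transition list, and 12 upregulated of the 48 cell cycle genes. No gene set test of membrane potential genes was made here.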

More importantly, GSEA analysis indicated that five major pathways from the KEGG database (focal adhesion, regulation of actin cytoskeleton, smooth muscle contraction, gap junctions, and cell cycle) were activated in PBOO bladder tissues (Figures 3E–I). 

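Hand-written lists stood in for the 5 KEGG pathways, and the running-sum scores of GSEA were not computed here. All 5 lists had a median log2 fold change above that of all genes at week 4. The 40 focal adhesion genes had a median of 0.66, with 24 upregulated and none downregulated at an unadjusted p under 0.05 (limma camera, adjusted p = 3.17e-24, and 3.33e-22 with the replicate block). The 43 genes of actin cytoskeleton regulation had a median of 0.17, with 16 upregulated and 4 downregulated (limma camera, adjusted p = 7.53e-10, and 5.24e-08 with the block). For 35 smooth muscle contraction genes the median was 0.19 (limma camera, adjusted p = 1.86e-10, and 5.06e-09 with the block). For 41 gap junction genes it was 0.07, with 10 upregulated and 3 downregulated (limma camera, adjusted p = 1.05e-05, and 1.14e-05 with the block). The 48 cell cycle genes had a median of 0.38, with 12 upregulated and 2 downregulated (limma camera, adjusted p = 1.61e-10, and 1.65e-12 with the block). When the correlation between genes was estimated, the focal adhesion, actin cytoskeleton and gap junction lists kept an adjusted p of 0.0334 in limma's camera, while smooth muscle contraction had 0.0709 and the cell cycle 0.184. Within the focal adhesion list, Itga8 had the largest increase, from 2.43 ± 0.601 FPKM (SD, n = 3) to 11.9 ± 3.54 FPKM (SD, n = 3), a log2 fold change of 2.24 (standard error 0.27, limma adjusted p = 0.0483). Flnc (filamin C) had a log2 fold change of 1.90 (standard error 0.20, limma adjusted p = 0.0478). Plcb1, which is on the smooth muscle contraction and gap junction lists, had a log2 fold change of 1.51 (standard error 0.22, limma adjusted p = 0.0483). Top2a led the cell cycle list with a log2 fold change of 2.54 (standard error 0.83, limma adjusted p = 0.104). The proliferation marker Mki67 rose from 0.552 ± 0.251 FPKM (SD, n = 3) to 2.74 ± 2.16 FPKM (SD, n = 3), a log2 fold change of 1.95 (standard error 0.59, limma adjusted p = 0.0925). The paper places the changed genes mainly in smooth muscle and interstitial cells by combining RNA-seq with single-cell data, which were not analysed here, and adds that this coincides with its GSEA.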

To clarify the cell types associated with these up- and downregulated genes, we combined single-cell sequencing (unpublished) and RNA-seq data. The results indicated that the 455 genes with upregulated and downregulated expression were mainly distributed in smooth muscle cells and interstitial cells, which coincided with the GSEA analysis above (Figures 3J,K). Interestingly, genes in different cell types exhibited different pathway activities (Figure 3L). Considering the roles of transcription factors, growth factors, ion channels and cell connections (Supplementary Tables) in the urination function of the bladder, we further analyzed the expression of genes in these subclasses in PBOO bladder tissues. 

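Of the 1020 symbols in the paper's supplementary list of transcription factors, 823 were matched to genes of the table, and 553 of these genes passed the filter at week 4. At an unadjusted p under 0.05 and with no fold threshold, 16 were upregulated and 138 downregulated in the 3 PBOO samples against the 3 normal samples. With the replicate block, 18 were upregulated and 177 downregulated. By chance alone 27.7 genes would pass, and 32% of all genes tested did, against 27.8% of this list. The excess of downregulated genes followed the scaling of the samples: after median-ratio scaling, 44 were upregulated and 44 downregulated, and after quantile normalization 35 and 55. At a 2-fold change, 9 were upregulated and 26 downregulated. With p adjusted over the list alone, limma called 2 genes, both downregulated, and likewise 2 with p adjusted over all genes tested. Foxs1 had the largest increase among genes with separated groups, from 2.92 ± 1.08 FPKM (SD, n = 3) to 12.6 ± 10.8 FPKM (SD, n = 3), a log2 fold change of 1.80 (standard error 0.57, limma adjusted p = 0.0986). The other large increases were in Myrf (log2 fold change 1.36), Mybl1 (1.34), Zfp367 (1.18) and Mn1 (1.10). Irf7, a regulator of interferon genes, had the largest decrease, a log2 fold change of -2.33 (standard error 0.91, limma adjusted p = 0.136), with 78.0 ± 104 FPKM (SD, n = 3) in normal and 7.72 ± 1.08 FPKM (SD, n = 3) in PBOO samples. Fosb and Fos had log2 fold changes of -2.12 and -2.04, with limma adjusted p = 0.106 and 0.0791. Rhox5 and Dpf3 had log2 fold changes of -2.08 and -1.70.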

Nine upregulated and 68 downregulated transcription factor genes were identified in PBOO bladder tissues, and these genes were associated with neurons, interstitial cells, epithelial cells, and smooth muscle cells (Figures 3M,N). 

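For ion channels, 224 of the 248 symbols in the supplementary list were matched, and at an unadjusted p under 0.05 without a fold threshold, 11 genes were upregulated and 9 downregulated in the PBOO samples of week 4, 22.2% of those tested. With the replicate block there were 11 and 15. After median-ratio scaling there were 17 and 6, and without the filter on low values 14 and 20. Adjusted over the list alone, limma called 1 gene, which was upregulated, and adjusted over all genes it called none. Glra1, a glycine receptor subunit, increased most, from 0.393 ± 0.172 FPKM (SD, n = 3) to 3.12 ± 1.33 FPKM (SD, n = 3), a log2 fold change of 2.68 (standard error 0.44, limma adjusted p = 0.0521). Kcnf1 had a log2 fold change of 1.62 (standard error 0.38, limma adjusted p = 0.0679), Kcnn3 of 1.43 and P2rx5 of 1.10. Besides Grin2c, the decreases of at least 2-fold with separated groups were in Chrne (log2 fold change -1.11) and Scnn1b, a sodium channel subunit (log2 fold change -1.04, standard error 0.36, limma adjusted p = 0.111). The gene names read from Fig. 3O changed in the direction drawn there in all 14 upregulated and all 25 downregulated genes, with an unadjusted p under 0.05 in 11 and 14 of them. The authors chose these genes from their own RNA-seq, so a shared direction is not independent support. The same holds for Fig. 3Q and Fig. 3S below.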

Fourteen upregulated and 26 downregulated ion channel genes were present in PBOO bladder tissues, and these genes were associated mainly with smooth muscle cells (Figures 3O,P). Three upregulated and 17 downregulated cell connection-related genes were present in PBOO bladder tissues, and these genes were associated mainly with epithelial stratum cells (Figures 3Q,R). 

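Cell connection genes were taken here by symbol, as cadherins, claudins, connexins and tight junction proteins, because the list behind the number was not analysed here. Of 68 such genes, 37 passed the filter, and at an unadjusted p under 0.05 in the 3 against 3 samples of week 4, 3 were upregulated and 13 downregulated. With the replicate block, 3 and 15 passed, after median-ratio scaling 4 and 6, and after quantile normalization 4 and 7. Adjusted over these genes alone, limma called 1 upregulated and 5 downregulated genes, and none when adjusted over all genes. The median log2 fold change was -0.55, below that of all genes. Cdh13 increased from 17.5 ± 5.66 FPKM (SD, n = 3) to 37.7 ± 4.86 FPKM (SD, n = 3), a log2 fold change of 1.15 (standard error 0.26, limma adjusted p = 0.0633). Cldn4, a claudin of tight junctions, decreased from 277 ± 52.5 FPKM (SD, n = 3) to 136 ± 27.8 FPKM (SD, n = 3), a log2 fold change of -1.03 (standard error 0.19, limma adjusted p = 0.0538). Among 11 claudins, 6 were downregulated and none was upregulated. Of 13 urothelial markers listed by hand, 11 were downregulated at week 4 and none was upregulated, with a median log2 fold change of -0.73. Their adjusted p over 8 marker lists was 0.00189 in limma's camera, and the unadjusted p with the estimated correlation was 0.159. Lower values of claudins and other epithelial junction genes can therefore not be told apart from a smaller share of urothelium in the PBOO samples. Of the 9 connexins tested, Gja1 (connexin 43) was upregulated, with 8.34 ± 2.08 FPKM (SD, n = 3) in normal and 19.0 ± 8.19 FPKM (SD, n = 3) in PBOO samples, a log2 fold change of 1.09 (standard error 0.37, limma adjusted p = 0.110). The groups of Gja1 overlapped. Gjb6 was downregulated at an unadjusted p under 0.05, with a log2 fold change of -0.57 (standard error 0.20, limma adjusted p = 0.113). All 3 genes drawn as upregulated in Fig. 3Q had a positive log2 fold change and an unadjusted p under 0.05, and all 17 drawn as downregulated had a negative one, 13 of them at that threshold.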

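The supplementary list of growth factor-related genes holds 300 symbols, of which 282 were matched and 238 passed the filter at week 4. At an unadjusted p under 0.05 without a fold threshold, 17 were upregulated and 49 downregulated in PBOO bladder tissues, 27.7% of those tested, and 18 and 56 with the replicate block. The direction of this excess depended on the scaling: after median-ratio scaling 38 were upregulated and 15 downregulated, and after quantile normalization 32 and 19. At 2-fold, 3 were upregulated and 4 downregulated. When p was adjusted over the list alone, limma called 3 upregulated and 6 downregulated genes, and over all genes tested 1, which was downregulated. That gene, Junb, decreased from 153 ± 6.76 FPKM (SD, n = 3) to 74.6 ± 4.84 FPKM (SD, n = 3), a log2 fold change of -1.04 (standard error 0.10, limma adjusted p = 0.0478). Itgb1 (integrin beta 1) rose from 346 ± 25.3 FPKM (SD, n = 3) to 810 ± 324 FPKM (SD, n = 3), a log2 fold change of 1.15 (standard error 0.27, limma adjusted p = 0.0664). The other genes with separated groups and a 2-fold change were Ect2 (log2 fold change 1.74) and Mybl1 among the upregulated, and Fosb, Fos and Rab17 (log2 fold change -1.07) among the downregulated. Of the genes named in Fig. 3S, 33 are drawn in the color of low and 16 in that of high expression. All 33 had a negative log2 fold change here, 30 of them at an unadjusted p under 0.05, and all 16 a positive one, 15 of them at that threshold.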

33 high and 16 low expression growth factor related genes were present in PBOO bladder tissues, which associated mainly with smooth muscle cells and epithelial stratum cells (Figures 3S,T).

**FIGURE 3:**
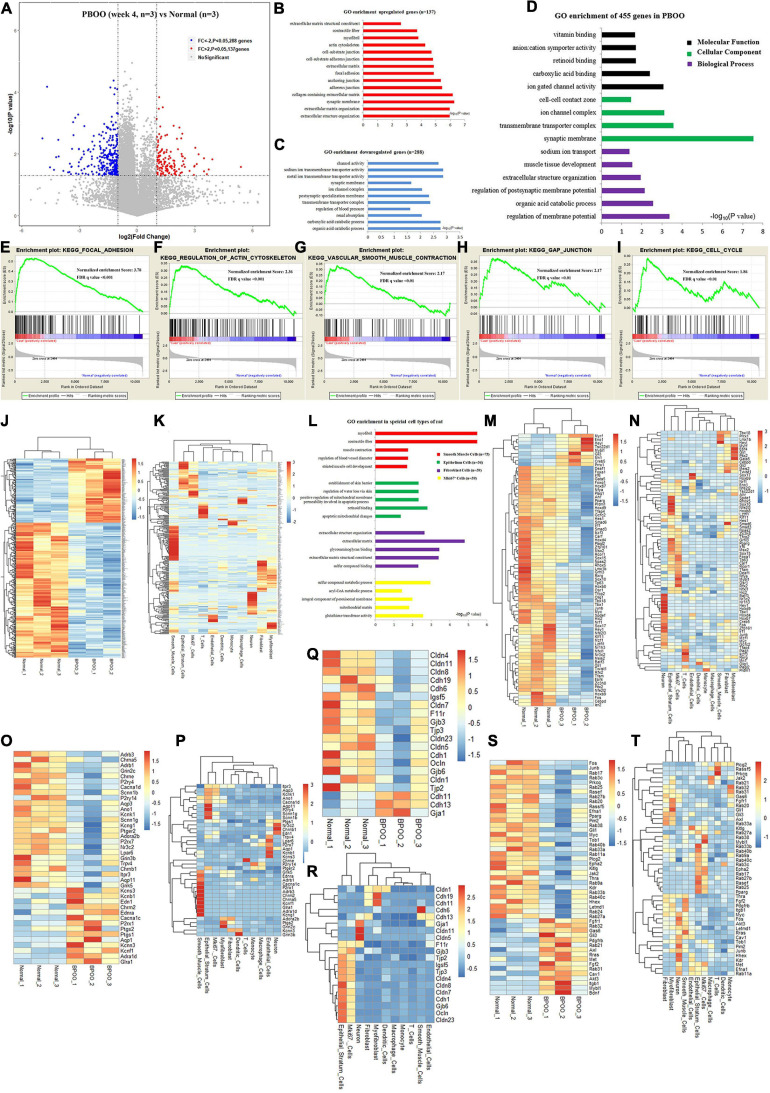
RNA sequencing (RNA-seq) analysis comparing bladder tissues of week 4 PBOO and normal rat. Volcano plot **(A)** show 137 high expression genes (red color) and 288 low expression genes (blue color) in week 4 PBOO rat bladder tissues (*n* = 3) compared with normal group (*n* = 3). GO enrichment analysis of high expression genes (*n* = 137) in PBOO rat bladder tissue **(B)**. GO enrichment analysis of low expression genes (*n* = 288) in PBOO rat bladder tissue **(C)**. GO enrichment analysis of high and low expression genes (*n* = 455) in PBOO rat bladder tissue **(D)**. GSEA analysis show five major KEGG pathway changes in PBOO rat bladder tissues compared normal groups **(E–I)**. Heatmap plot show 137 high expression and 288 low expression genes in two groups **(J)**. Heatmap plot show 455 abnormal expression genes mainly distributed in smooth muscle cells and interstitial cells of rat bladder **(K)**. GO enrichment analysis of abnormal expression genes in different cell type focus on different pathway **(L)**. Picking up 77 high and low expressed transcript factors **(M)** in PBOO rat bladder, and enrichment in different cell types in bladder tissues **(N)**. Picking up 40 high and low expressed ion channel genes **(O)** in PBOO rat bladder, and enrichment in different cell types in bladder tissues **(P)**. Picking up 20 high and low expressed cell connection genes **(Q)** in PBOO rat bladder, and enrichment in different cell types in bladder tissues **(R)**. Picking up 49 high and low expressed growth factors **(S)** in PBOO rat bladder, and enrichment in different cell types in bladder tissues **(T)**.

### RNA-Seq and TMT-Labeling Proteomic Analysis of PBOO Bladder Tissues at Week 5

However, completely different from the changes in bladder tissues from rats with PBOO at week 4, bladder tissues from rats with PBOO at week 5 showed more abnormal gene expression. 

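At week 5, the FPKM values of the table summed to 433241, 431845 and 424961 in the 3 normal samples and to 434582 and 469671 in the 2 PBOO samples. The 10 highest genes took between 9.5% and 10.4% of the sum in the normal samples, and 7.7% and 8.4% in the PBOO samples. With 13685 genes past the filter, 187 (93.5%) of 200 simulated changes were recovered at an unadjusted p under 0.05 and 133 (66.5%) after adjustment. At the threshold used for week 4, an unadjusted p under 0.05 and a 2-fold change, 3071 genes changed, 1344 upregulated and 1727 downregulated. With an adjusted p, limma called 2637 genes. Across the 10684 genes tested in both weeks, the log2 fold changes of week 5 and week 4 had a Pearson correlation of -0.148 and a Spearman correlation of -0.219. These correlations run over genes, which are not independent replicates, so no p is given. A pseudocount of 1 moved the Pearson correlation most among the settings that kept all samples, to -0.211. Of the 215 genes upregulated at week 4 and tested at week 5, 11 were upregulated and 121 downregulated at week 5. Of the 240 downregulated at week 4, 40 were upregulated and 78 downregulated at week 5. The difference between the effects of PBOO at the 2 weeks was tested as an interaction in one limma model of all 11 samples, over 11296 genes above 0 in both weeks. It had an adjusted p under 0.05 in 4516 genes, with a higher effect at week 5 in 2990 and a lower one in 1526. After median-ratio scaling there were 3762 such genes, 1808 higher and 1954 lower. The control samples differed between the weeks as well: limma called 3199 genes between normal week 5 and normal week 4 at an adjusted p under 0.05 and a 2-fold change. In this comparison of controls, week and any batch that follows the week cannot be told apart.

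**Figure D1:**
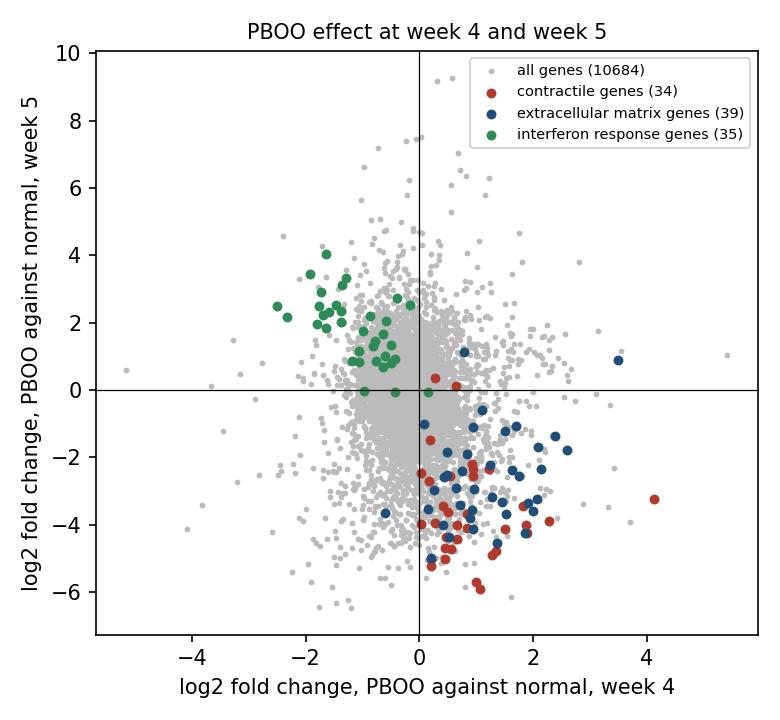
Log2 fold change (PBOO against normal, on the log2(FPKM + 0.1) scale) at week 4 on the horizontal and at week 5 on the vertical axis, one point per gene tested in both weeks (10684 genes). Of 34 contractile genes, 32 lie above 0 at week 4 and below 0 at week 5, as do 36 of 39 extracellular matrix genes, and 32 of 35 interferon response genes lie below 0 at week 4 and above 0 at week 5.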

In total, 1281 genes, including 314 upregulated (fold change > 4, and *P* < 0.05) and 967 downregulated (fold change < −4, and *P* < 0.05) genes with stricter filtering conditions, were found in bladder tissues from rats with PBOO at week 5 (Figure 4A). 

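At an unadjusted p under 0.05 and a 4-fold change, 1432 of the 13685 genes tested differed between the 2 PBOO and 3 normal samples of week 5, 491 upregulated and 941 downregulated. At an adjusted p under 0.05 from limma and the same fold, the number was 1337, with 416 upregulated and 921 downregulated. The alternative that moved the first number most was a pseudocount of 1, with 726 genes. The groups did not overlap in 4828 genes with higher and 3416 with lower FPKM in PBOO, 60.2% of those tested, where chance gives 20%. Mmp7, a matrix metalloproteinase, had the largest increase, from 0.657 ± 0.229 FPKM (SD, n = 3) in normal to 507 ± 315 FPKM (SD, n = 2) in PBOO samples, a log2 fold change of 9.28 (standard error 0.46, limma adjusted p = 0.000288). Duoxa2, the maturation factor of a hydrogen peroxide-forming oxidase, rose from 0.520 ± 0.0723 FPKM (SD, n = 3) to 356 ± 39.2 FPKM (SD, n = 2), a log2 fold change of 9.17 (standard error 0.17, limma adjusted p = 7.82e-05). Ly6al, Ly6d and Il1a followed, with log2 fold changes of 8.71, 7.56 and 7.50. The largest decrease was that of the Y-linked gene Eif2s3y, a log2 fold change of -7.46 (standard error 0.28, limma adjusted p = 0.000178), with 20.9, 24.8 and 15.8 FPKM in the normal samples and a listed 0 and 0.0320 FPKM in the PBOO samples. All 3 Y-linked genes with a mean of at least 1 FPKM in the normal samples were higher there than in any PBOO sample. The normal rats of week 5 may therefore have been male and the PBOO rats female. If so, every comparison at week 5 is between sexes as well as between PBOO and normal rats. Ddx3 had a log2 fold change of -6.53 and is listed at 0 in both PBOO samples. Krt20, a keratin of the urothelium, fell from 66.9 ± 27.03 FPKM (SD, n = 3) to 0.661 ± 0.394 FPKM (SD, n = 2), a log2 fold change of -6.47 (standard error 0.48, limma adjusted p = 0.000760). The neurofilament gene Nefl and Olig1 had log2 fold changes of -6.44 and -6.31.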

A total of 314 upregulated genes were involved in the receptor ligand activity, cytokine activity, and adaptive immune response pathways (Figure 4B). 

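Of 85 cytokine and chemokine genes chosen by symbol before the values were seen, 56 passed the filter at week 5. At an unadjusted p under 0.05, 29 were upregulated and 10 downregulated, with a median log2 fold change of 1.74 against 0.12 for all genes (limma camera, adjusted p = 0.00449). The adjusted p was 0.390 when the correlation between genes was estimated. Il1a rose from 0.0929 ± 0.0821 FPKM (SD, n = 3) to 32.3 ± 1.97 FPKM (SD, n = 2), with a standard error of 0.46 on its log2 fold change (limma adjusted p = 0.000459). Cxcl6 rose from 0.0742 ± 0.0823 FPKM (SD, n = 3) to 24.2 ± 7.37 FPKM (SD, n = 2), a log2 fold change of 7.19 (standard error 0.46, limma adjusted p = 0.000502). The next largest log2 fold changes were 6.18 for Cxcl3 and 5.05 for Cxcl1, and 6.24 for Ccl17, which is listed at 0 in all 3 normal samples and at a mean of 7.85 FPKM in PBOO. The downregulated cytokine genes with the largest changes were Il12a, at a log2 fold change of -4.54, and Il33, which fell from 98.0 ± 19.4 FPKM (SD, n = 3) to 5.37 ± 0.604 FPKM (SD, n = 2), a log2 fold change of -4.15 (standard error 0.20, limma adjusted p = 0.000288). The 38 interferon response genes had a median log2 fold change of 1.96, with 32 upregulated and none downregulated (limma camera, adjusted p = 3.19e-10, and 0.135 with the estimated correlation). Ifit3 led them with a log2 fold change of 4.03 (standard error 0.32, limma adjusted p = 0.000936). Adaptive immune response genes were not tested as a list of their own.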

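At week 5, 82 genes of the paper's list of ion channels passed the filter. Of these, 22 were downregulated and 17 upregulated at an unadjusted p under 0.05 and a 2-fold change (Fisher's exact test against all genes tested, two-sided, adjusted p = 0.00112 and 0.0111). As a list they had a median log2 fold change of -0.22, 0.34 below that of all genes (limma camera, adjusted p = 0.0177, and 0.294 with the estimated correlation). Kcnma1, the BK potassium channel of smooth muscle, fell from 7.57 ± 0.459 FPKM (SD, n = 3) to 0.224 ± 0.105 FPKM (SD, n = 2), a log2 fold change of -4.60 (standard error 0.27, limma adjusted p = 0.000402). The 35 contractile genes had a median log2 fold change of -3.97, with 33 downregulated and none upregulated (limma camera, adjusted p = 5.62e-23, and 0.0610 with the estimated correlation). Synm (synemin) fell from 170 ± 56.6 FPKM (SD, n = 3) to 2.66 ± 0.692 FPKM (SD, n = 2), a log2 fold change of -5.90 (standard error 0.35, limma adjusted p = 0.000395). Mylk, the myosin light chain kinase, fell from 451 ± 71.9 FPKM (SD, n = 3) to 13.2 ± 7.70 FPKM (SD, n = 2), a log2 fold change of -5.21 (standard error 0.38, limma adjusted p = 0.000684). Among 43 genes of actin cytoskeleton regulation, 19 were downregulated and 8 upregulated, with a median log2 fold change of -0.26 (limma camera, adjusted p = 0.000362). The 48 extracellular matrix genes had a median log2 fold change of -2.57, with 45 downregulated and 1 upregulated.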

A total of 967 downregulated genes mainly focused on pathways related to cation channel activity, ion channel binding, actin binding, etc. (Figure 4C). GSEA indicated that four pathways from the Biocarta database (Biocarta NF-κB, Biocarta caspase, Biocarta Toll, and Biocarta death) were activated in PBOO bladder tissues (Figures 4D–G). 

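Hand-written lists of genes stood in for the Biocarta sets in the comparison of 2 PBOO and 3 normal samples at week 5. The 23 NF-κB pathway genes had a median log2 fold change of 0.29, with 9 upregulated and none downregulated at an unadjusted p under 0.05 (limma camera, adjusted p = 0.00172, and 0.0610 with the estimated correlation). The 21 caspase genes had a median of 0.79, with 12 upregulated and 3 downregulated (limma camera, adjusted p = 0.00161, and 0.166 with the estimated correlation). The 33 Toll pathway genes had a median of 0.23, with 9 upregulated and 2 downregulated (limma camera, adjusted p = 0.0792, 0.294 with the estimated correlation and 0.0376 without the filter on low values). The 30 death pathway genes had a median of 0.51, with 14 upregulated and 5 downregulated (limma camera, adjusted p = 0.0107, and 0.0866 with the estimated correlation). Several of the largest changes are in genes that these lists share. Tnf rose from 0.157 ± 0.00999 FPKM (SD, n = 3) to 3.83 ± 0.899 FPKM (SD, n = 2), a log2 fold change of 3.92 (standard error 0.36, limma adjusted p = 0.00144). Nfkbia, an inhibitor of NF-κB, had a log2 fold change of 2.39 (standard error 0.29, limma adjusted p = 0.00334). Birc3 rose from 1.16 ± 0.111 FPKM (SD, n = 3) to 25.6 ± 1.07 FPKM (SD, n = 2), a log2 fold change of 4.35 (standard error 0.16, limma adjusted p = 0.000178), and Casp1 had a log2 fold change of 3.32 (standard error 0.31, limma adjusted p = 0.00158). Cd14 of the Toll list had a log2 fold change of 2.97 (standard error 0.37, limma adjusted p = 0.00384).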

Further analysis indicated that 314 upregulated genes were mainly distributed in epithelial stratum cells, Mki67^+^ cells, and immune cells, including monocytes, macrophages, T cells and neutrophil granulocytes (Figure 4H). A total of 967 genes with downregulated expression were mainly distributed in smooth muscle cells, interstitial cells, and neurons (Figure 4I). The results demonstrated that the immune system was activated in epithelial stratum cells and that cell viability was inhibited in smooth muscle cells, interstitial cells, and neurons in bladder tissues from rats with PBOO at week 5. 

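The single-cell data were not analysed here, and 8 short lists of marker genes written by hand before the values were seen were tested at week 5 instead, with p adjusted over the 8. All 8 neutrophil markers tested were upregulated at an unadjusted p under 0.05, with a median log2 fold change of 4.10 (limma camera, adjusted p = 0.00382). Of 8 T cell markers, 5 were upregulated, with a median of 1.93 (limma camera, adjusted p = 0.0489), and of 11 macrophage and monocyte markers 3 were, with a median of 1.14 (limma camera, adjusted p = 0.0535). The 15 urothelial markers had a median of 0.03, with 5 upregulated and 6 downregulated (limma camera, adjusted p = 0.484). The 10 endothelial markers had a median of 0.45, with 1 upregulated and none downregulated (limma camera, adjusted p = 0.156). All 10 smooth muscle markers were downregulated, with a median log2 fold change of -4.56 (limma camera, adjusted p = 1.92e-10). All 10 fibroblast markers were downregulated as well, with a median of -3.61 (limma camera, adjusted p = 5.55e-08), and 7 of 9 neuron and glia markers, with a median of -4.20 (limma camera, adjusted p = 0.000126). With the correlation between genes estimated, the unadjusted p was 0.102 for the smooth muscle, 0.0714 for the fibroblast and 0.312 for the neutrophil markers (limma camera). Mki67 had 0.596 ± 0.388 FPKM (SD, n = 3) in normal and 4.49 ± 5.96 FPKM (SD, n = 2) in PBOO samples, a log2 fold change of 1.60 (standard error 1.39, limma adjusted p = 0.419), so the difference was smaller than the spread between replicates. FPKM values of whole tissue do not separate fewer cells of a type from lower expression in each cell. From the distribution of the changed genes over cell types, the paper concludes that the immune system of epithelial stratum cells was activated. It also concludes that the viability of smooth muscle cells, interstitial cells and neurons was inhibited.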

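In the paper's list, 615 transcription factor genes passed the filter at week 5. At an unadjusted p under 0.05 without a fold threshold, 175 were upregulated and 119 downregulated in the 2 PBOO samples against the 3 normal samples, 47.8% of those tested, while 43.4% of all genes passed. With p adjusted over all genes, limma called 137 and 95, and with p adjusted over the list alone 146 and 103. After median-ratio scaling, 154 were upregulated and 133 downregulated. Foxj1, a factor of ciliated cells, increased most, from 0.351 ± 0.0871 FPKM (SD, n = 3) to 10.7 ± 9.01 FPKM (SD, n = 2), a log2 fold change of 4.29 (standard error 0.60, limma adjusted p = 0.00531). It was followed by Tp73, Dmrt2, Creb3l4 and Tfap2a, with log2 fold changes of 3.97, 3.87, 3.76 and 3.21. Olig1, a factor of glial cells, fell from 8.31 ± 0.509 FPKM (SD, n = 3) to a mean of 0.00601 FPKM in the 2 PBOO samples (limma adjusted p = 0.000178). Alx1, Gata5 and Tbx20 had log2 fold changes of -5.003, -4.76 and -4.31.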

A total of 123 upregulated and 127 downregulated transcription factor genes were identified in PBOO bladder tissues, and these genes were expressed in all types of cells (Figures 4J,K). 

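Among 248 growth factor-related genes tested at week 5, 82 were upregulated and 45 downregulated at an unadjusted p under 0.05, 51.2% of the list. With p adjusted over all genes, limma called 63 and 34, and over the list alone 67 and 38. At a 2-fold change, 41 were upregulated and 27 downregulated. The largest increases were those of Mmp7 and of the chemokines Cxcl3, Cxcl1 and Cxcl2 (log2 fold change 4.68), followed by Bcl3 (log2 fold change 2.82). Cxcl3 rose from 0.0647 ± 0.0561 FPKM (SD, n = 3) to 12.6 ± 7.97 FPKM (SD, n = 2), with a standard error of 0.57 on its log2 fold change (limma adjusted p = 0.00152). Sspn (sarcospan) fell most, from 10.3 ± 0.833 FPKM (SD, n = 3) to 0.350 ± 0.111 FPKM (SD, n = 2), a log2 fold change of -4.54 (standard error 0.23, limma adjusted p = 0.000288). The other large decreases were in Rab3b (log2 fold change -4.41), Cav1 (-3.34), Gas6 and Gli2 (-2.67).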

Forty-eight upregulated and 35 downregulated growth factor-related genes were present in PBOO bladder tissues (Figures 4L,M). 

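Without a fold threshold, 20 ion channel genes were upregulated and 27 downregulated at an unadjusted p under 0.05 in the PBOO samples of week 5, 57.3% of the 82 tested. With p adjusted over all genes, limma called 15 and 22, and over the list alone 17 and 25. Kcnf1, which had been upregulated at week 4, fell from 18.3 ± 5.41 FPKM (SD, n = 3) to 0.162 ± 0.0995 FPKM (SD, n = 2), a log2 fold change of -6.14 (standard error 0.37, limma adjusted p = 0.000443). Other large decreases were in Kcng1 (log2 fold change -4.96), Kcnma1 and Kcnh2 (log2 fold change -4.54). Trpv2 rose from 5.63 ± 1.32 FPKM (SD, n = 3) to 54.5 ± 28.6 FPKM (SD, n = 2), a log2 fold change of 3.17 (standard error 0.37, limma adjusted p = 0.00303). Trpm2 had the same log2 fold change with a standard error of 0.92 (limma adjusted p = 0.0503). Scnn1a, Kcnk5 and Kcnk7 had log2 fold changes of 2.36, 2.33 and 2.22. Of the genes named in Fig. 4N, the 28 downregulated and 12 upregulated ones that passed the filter all changed in the direction drawn, each at an unadjusted p under 0.05. The figure draws genes chosen by the authors from the same samples, so this is not independent support.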

Sixteen upregulated and 32 downregulated ion channel genes were present in PBOO bladder tissues, and these genes were associated mainly with smooth muscle cells (Figures 4N,O). RNA-seq represents changes at only the transcription level, and to validate these changes at the protein translation level, TMT-labeling proteomic analysis was performed in bladder tissues from rats with PBOO at week 5. A total of 290 upregulated (fold change > 1.5, and *P* < 0.05) and 183 downregulated (fold change > −1.5, and *P* < 0.05) proteins were identified in bladder tissues from rats with PBOO compared with control tissues at week 5 (Figure 5A). Similar to the week 5 RNA-seq data, the upregulated proteins were enriched in receptor ligand activity, actin binding, lysosome, etc. (Figure 5B), and the downregulated proteins were enriched in the pathways of platelet-derived growth factor (PDGF) binding, integrin binding, etc. (Figure 5C). Overall, the up- and downregulated proteins were enriched in pathways associated with extracellular structure organization, wound healing, actin binding, cell adhesion molecule binding, etc. (Figure 5D). GSEA indicated that five KEGG pathways (lysosome, spliceosome, antigen processing and presentation, cell cycle, and cell killing) were activated in PBOO bladder tissues (Figures 5E–I). A total of 290 upregulated proteins were mainly distributed in epithelial stratum cells and immune cells (Figure 5J). A total of 183 upregulated proteins were mainly distributed in smooth muscle cells, interstitial cells, and neurons (Figure 5K). Fifty-one upregulated and 25 downregulated growth factor-related proteins were present in PBOO bladder tissues (Figures 5L,M). The consistency of RNA-seq and TMT-labeling proteomic data was evaluated, and 95% of the RNA and protein expression data were synchronized in PBOO bladder tissues at week 5 (Figure 5N); this was also supported by the Pearson correlation test (Figure 5Q). Downregulated (Figure 5O) and upregulated (Figure 5P) genes/proteins were enriched in the pathways mentioned in the previous analysis.

**FIGURE 4:**
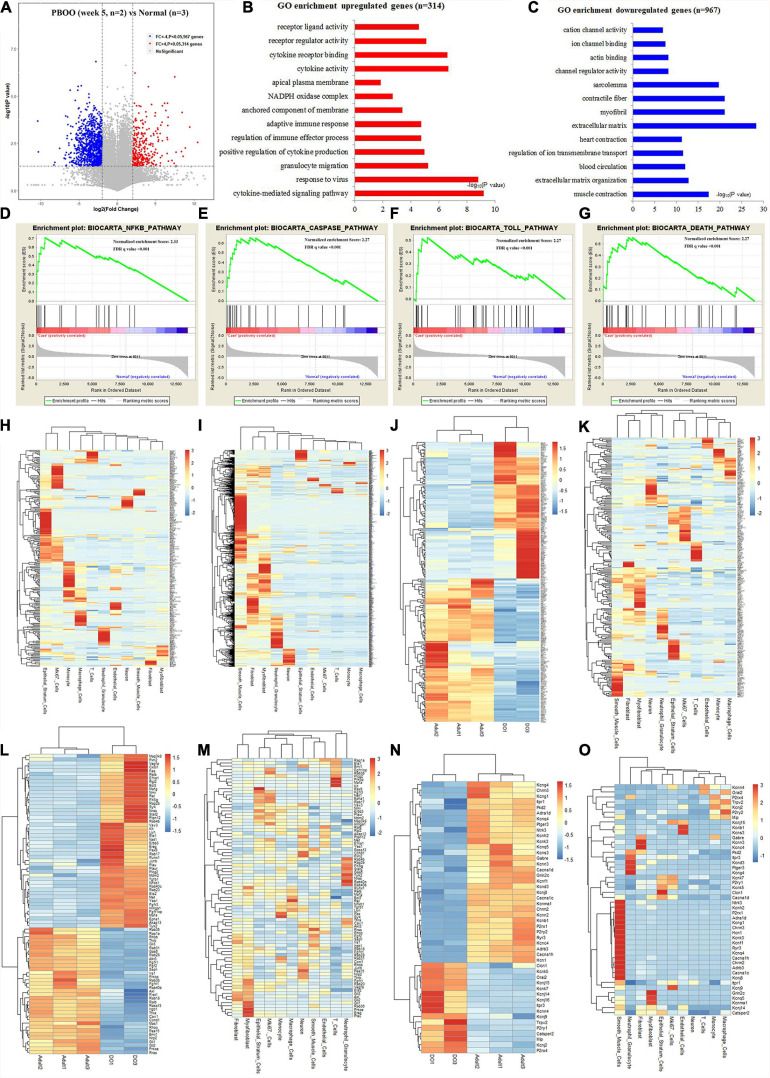
RNA-seq analysis comparing bladder tissues of week 5 PBOO and normal rat. Volcano plot **(A)** show 314 high expression genes (red color) and 967 low expression genes (blue color) in week 5 PBOO rat bladder tissues (*n* = 2) compared with normal (*n* = 3). GO enrichment analysis of high expression genes (*n* = 314) in PBOO rat bladder tissue **(B)**. GO enrichment analysis of low expression genes (*n* = 967) in PBOO rat bladder tissue **(C)**. GSEA analysis show four major biocarta pathway changes in PBOO rat bladder tissues compared normal **(D–G)**. Heatmap plot show 314 high expression gene were distributed in different bladder cell **(H)**. Heatmap plot show 967 low expression gene were distributed in different bladder cell **(I)**. Picking up 250 high and low expressed transcript factors **(J)** in PBOO rat bladder, and enrichment in different cell types in bladder tissues **(K)**. Picking up 83 high and low expressed growth factors **(L)** in PBOO rat bladder, and enrichment in different cell types in bladder tissues **(M)**. Picking up 48 high and low expressed ion channel genes **(N)** in PBOO rat bladder, and enrichment in different cell types in bladder tissues **(O)**.

**FIGURE 5:**
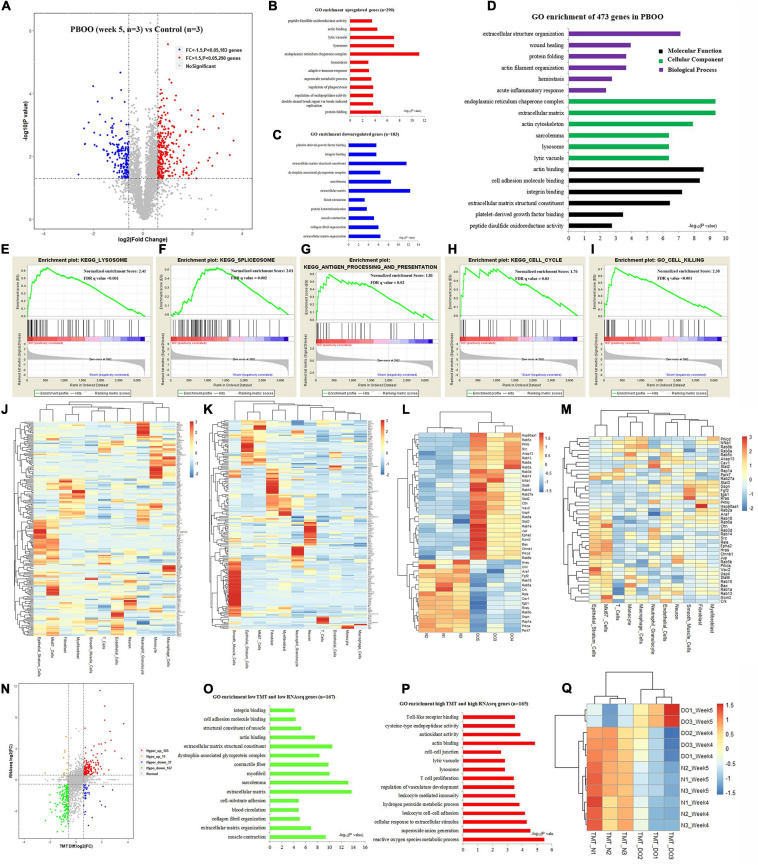
TMT-labeling proteomic analysis comparing bladder tissues of week 5 PBOO and normal rat. Volcano plot **(A)** show 290 high (red color) and 183 low expression proteins (blue color) in week 5 PBOO rat bladder tissues (*n* = 3) compared with normal (*n* = 3). GO enrichment analysis of high expression proteins (*n* = 290) in PBOO rat bladder tissue **(B)**. GO enrichment analysis of low expression proteins (*n* = 183) in PBOO rat bladder tissue **(C)**. GO enrichment analysis of high and low expression proteins (*n* = 473) in PBOO rat bladder tissue **(D)**. GSEA analysis show four major KEGG pathway changes in PBOO rat bladder tissues compared normal **(E–I)**. Heatmap plot show 290 high expression gene were distributed in different bladder cell **(J)**. Heatmap plot show 183 low expression gene were distributed in different bladder cell **(K)**. Picking up 76 high and low expressed growth factors **(L)** in PBOO rat bladder, and enrichment in different cell types in bladder tissues **(M)**. Data consistency between RNA-seq and TMT-labeling proteomic analysis **(N)**. GO enrichment analysis of 167 low expression genes and proteins in PBOO rat bladder tissue **(O)**. GO enrichment analysis of 165 high expression genes and proteins in PBOO rat bladder tissue **(P)**. Pearson correlation between RNA-seq and TMT-labeling proteomic analysis **(Q)**.

### Fgf2 Expression During the Development of PBOO and Correlation With Clinical Data

As reviewed by Fusco et al. (2018), bladder wall remodeling due to BOO is hypothesized to involve an initial hypertrophy phase, a subsequent compensation phase and a later decompensation phase. Consistent with this hypothesis, rats with PBOO at week 4 were in the hypertrophy phase, and rats with PBOO at week 5 were in the compensation phase. We wanted to determine which molecular markers contributed to the development of bladder hypertrophy. 

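In the bladder tissues, Fgf2 had 3.81 ± 0.2501 FPKM (SD, n = 3) in normal and 6.19 ± 1.35 FPKM (SD, n = 3) in PBOO samples at week 4. The log2 fold change was 0.67 (standard error 0.20, limma adjusted p = 0.0917), which is below the 2-fold threshold. Every PBOO sample lay above every normal sample, for which an exact permutation test gives p = 0.10 (two-sided), the smallest p that 3 samples against 3 allow. The unadjusted p of limma was 0.0128, and 0.0257 with the replicate number as a block, which leaves the fold change as it is in this balanced design. It ranged from 0.51 to 0.81 when each sample was left out in turn, and after median-ratio scaling it was 0.91. At week 5, Fgf2 had 1.08 ± 0.0729 FPKM (SD, n = 3) in normal and 0.102 ± 0.00820 FPKM (SD, n = 2) in PBOO samples. The log2 fold change was -2.54 (standard error 0.39, limma adjusted p = 0.00718), and the groups did not overlap (exact permutation test, two-sided, p = 0.20, the smallest p that 2 against 3 allow). At such low values the size of the fold change depends on the pseudocount, with -0.91 for a pseudocount of 1 and -3.27 for 0.01. The effect of PBOO on Fgf2 was lower at week 5 than at week 4 (difference in log2 fold change -3.21, standard error 0.32, limma adjusted p = 6.75e-05). In normal bladder tissues, the Fgf2 value of week 5 was below that of week 4, so the weeks are compared here only through their own controls. Fgf2 overlaps the gene Nudt6 in the RefSeq annotation, and the paper does not state whether reads were counted by strand. At week 4, the rise of Fgf2 minus the median rise of 19 smooth muscle and fibroblast markers was -0.23 on the log2 scale, and at week 5 its log2 fold change minus that of 20 such markers was 1.40, or 0.71 with a pseudocount of 0.01.

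**Figure D2:**
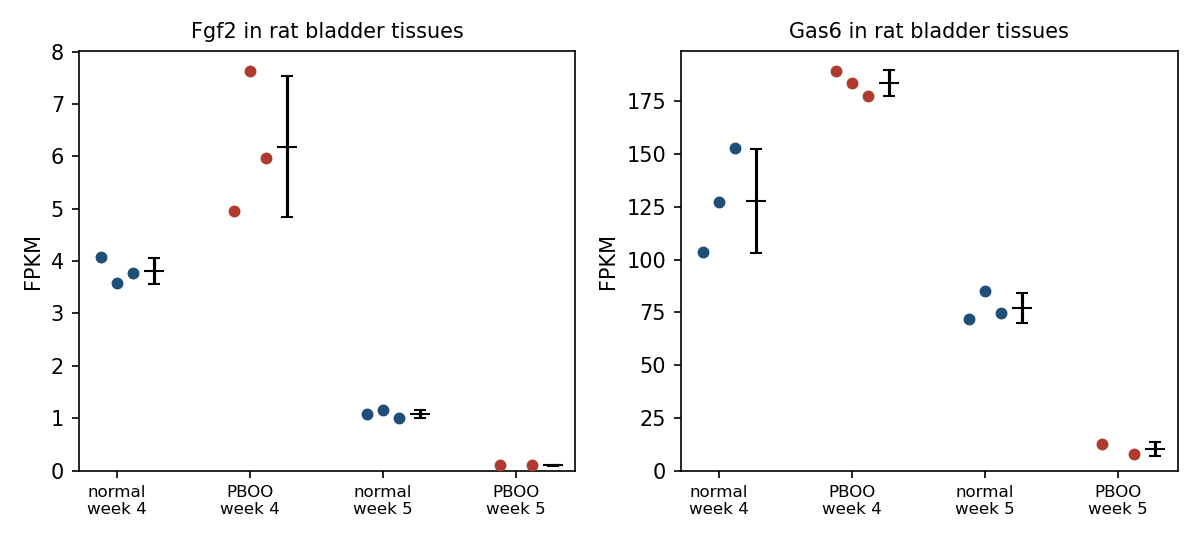
FPKM of Fgf2 (left) and Gas6 (right) in bladder tissues, with normal samples in blue and PBOO samples in red, one point per sample; black bars give the mean and SD of each group. Fgf2 lies above the normal samples in all 3 PBOO samples of week 4 and below them in both PBOO samples of week 5, and so does Gas6.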

Combined analysis of RNA-seq and TMT-labeled proteomic data revealed that Fgf2 contributed mainly to the development of bladder hypertrophy and was also a secreted protein that can be detected in serum (Figure 6A). By analyzing RNA-seq data from published databases, we found that FGF2 expression was nearly undetectable in control bladder tissues in humans, SD rats and Fischer rats (Figure 6B). Regarding cell types, FGF2 was mainly expressed in fibroblasts, smooth muscle cells, and myofibroblasts (Figure 6C). Similarly, the Fgf2 level in serum from rats with PBOO also continuously increased until week 4 and decreased after week 5 (Figure 6D). The western blot results suggest that Fgf2 expression was higher at week 4 and decreased at week 5 and later (Figure 6E). In addition, the CCK8 assay confirmed that Fgf2 can promote the proliferation of fibroblasts and smooth muscle cells *in vitro* (Figure 6F). More importantly, 17 Fgf2 target genes in the Nakayama-FGF2 target pathway were activated in the bladder in rats with PBOO (Figures 6G,H), with activation of the epithelial-mesenchymal transition and myogenesis pathways (Figures 6I,J). 

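In Fig. 6G, 7 genes are drawn with high and 10 with low expression in PBOO bladder tissues, and all 17 had log2 fold changes in that direction in the 3 against 3 samples of week 4. As the authors drew them from their own data, the shared direction is not independent support. An unadjusted p under 0.05 was reached by 6 of the 7 and 3 of the 10. Among the upregulated, Grem1 and Col4a1 had an adjusted p under 0.05 in limma. Col4a1 rose from 73.9 ± 6.42 FPKM (SD, n = 3) to 249 ± 85.6 FPKM (SD, n = 3), a log2 fold change of 1.70 (standard error 0.23, limma adjusted p = 0.0483). The log2 fold changes of the other 5 were 1.99 for Col8a1, 0.90 for Col1a1, 0.64 for Col5a2, 0.56 for Acta2 and 0.56 for Pdgfrb. Among the downregulated, the log2 fold change was -0.83 for Gpt and -0.63 for Mettl7b, and the smallest was -0.18 for Hm13, which is 0.08 after median-ratio scaling. Their median was -0.40, and that of all genes also lay below 0. Hm13 and Mettl7b overlap other genes (Mcts2 and Itga7) in the RefSeq annotation. At week 5, 6 of the 7 genes drawn as high had a negative log2 fold change. The whole Nakayama set of FGF2 targets was not tested here. A hand-written list of 75 epithelial-mesenchymal transition genes had a median log2 fold change of 0.91 at week 4, with 43 upregulated and 3 downregulated at an unadjusted p under 0.05 (limma camera, adjusted p = 7.46e-34, 1.08e-35 with the replicate block and 0.0545 with the estimated correlation). A list of 50 myogenesis genes had a median of 0.18, with 17 upregulated and 2 downregulated (limma camera, adjusted p = 2.22e-11, 3.96e-10 with the block and 0.0545 with the estimated correlation).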

FGF2 and BDNF levels in the serum were detected among patients with BPH and normal controls by using ELISA methods. Compared with normal controls, BPH patients exhibited higher expression levels of FGF2 (Figure 6K, *P* < 0.001) and BDNF (Figure 6O, *P* < 0.001) in the serum. In addition, FGF2 levels were slightly correlated with prostate volume (Figure 6L, *R* = 0.156, *P* = 0.0028) but not with age (Figure 6M) or BMI (Figure 6N). No correlation was found between BDNF levels and prostate volume (Figure 6P), age (Figure 6Q) or BMI (Figure 6R). All of the above data indicated that Fgf2 can be regarded as a marker of the compensation phase in the rat PBOO model.

**FIGURE 6:**
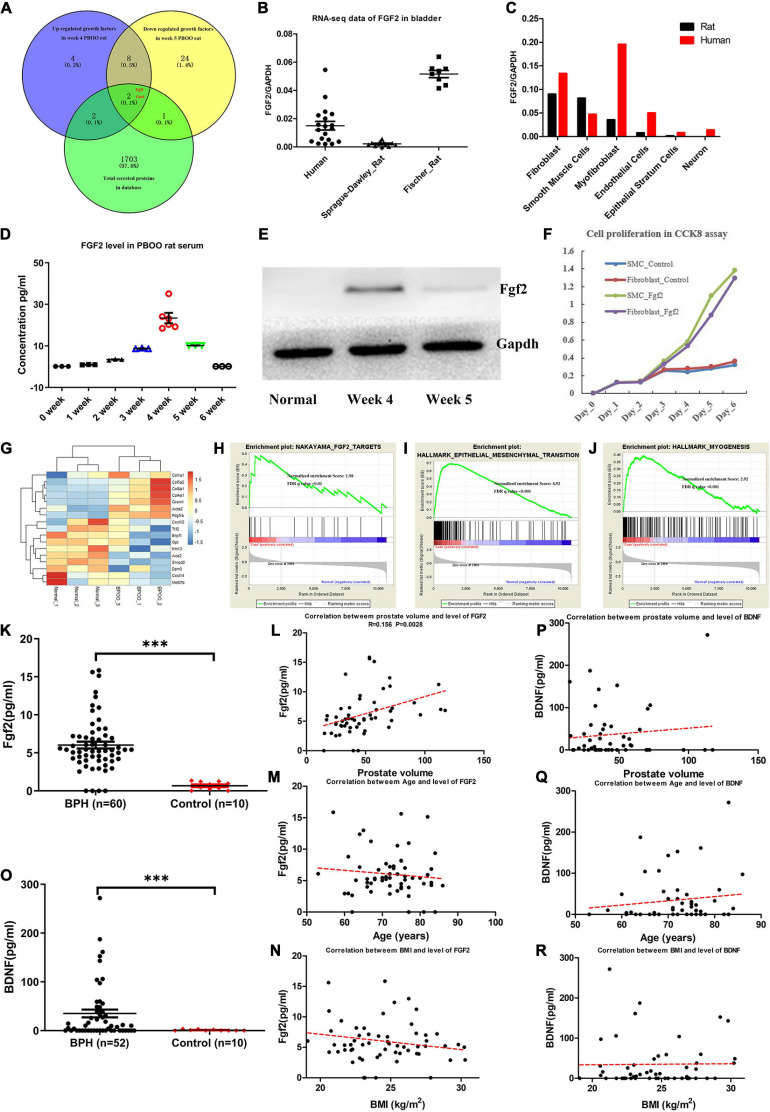
Fgf2 expression in the development of PBOO and correlation with clinical data. Venny plot **(A)** show that Fgf2 and Gas6 were common among high expression in week 4, low expression in week 5 PBOO rat and characteristic for secreted protein. Fgf2 expressed in free-disease bladder tissues **(B)**. Fgf2 expressed in different cell types of bladder tissues **(C)**. The level of Fgf2 in rat serum (*n* = 3, female) from 0∼6 weeks **(D)**. Western blot show Fgf2 expression in normal, week 4 and week 5 PBOO rat bladder tissues **(E)**. Fgf2 promote smooth muscle cell and fibroblasts proliferation in CCK8 assay **(F)**. Heatmap plot show 7 low and 10 high expression gene were distributed between PBOO and normal bladder tissues **(G)**. GSEA analysis show three major pathway changes in PBOO rat bladder tissues compared normal **(H–J)**. BPH patients exhibited higher expression levels of FGF2 **(K)** and BDNF **(O)** in the serum. Pearson correlation between the level of FGF2 in serum of BPH patients and prostate volume **(L)**, age **(M)** and BMI **(N)**. Pearson correlation between the level of BDNF in serum of BPH patients and prostate volume **(P)**, age **(Q)**, and BMI **(R)**. ***p < 0.001.

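Gas6, a secreted ligand of receptor tyrosine kinases, had 128 ± 24.7 FPKM (SD, n = 3) in normal and 184 ± 6.09 FPKM (SD, n = 3) in PBOO samples at week 4. The log2 fold change was 0.54 (standard error 0.15, limma adjusted p = 0.0822; unadjusted p = 0.00858, and 0.0133 with the replicate block), and after median-ratio scaling it was 0.79. At week 5, Gas6 had 77.2 ± 7.12 FPKM (SD, n = 3) in normal and 10.2 ± 3.46 FPKM (SD, n = 2) in PBOO samples, a log2 fold change of -2.94 (standard error 0.23, limma adjusted p = 0.000827). For the difference between weeks, the interaction was -3.48 (standard error 0.28, limma adjusted p = 1.45e-05). In each week the groups did not overlap, with p = 0.10 at week 4 and p = 0.20 at week 5 from exact permutation tests (two-sided), the smallest that these numbers of samples allow. Gas6 overlaps Tmem255b in the RefSeq annotation. At a 2-fold change, Gas6 and Fgf2 would not be called at week 4, with or without adjustment of p. From the overlap of genes high at week 4, genes low at week 5 and secreted proteins, the paper selects Fgf2 and Gas6. It proposes Fgf2 as the factor behind the hypertrophy of the bladder on further evidence as well. This evidence includes proteomic data, serum levels, a western blot, a cell proliferation assay and GSEA of FGF2 targets. Of it, only the genes of Fig. 6G and hand-written stand-in lists were looked at here.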

## Discussion

Based on the knowledge that dysregulation of BDNF contributes to the development of LUTS, the current study systematically investigated the pathophysiological process of bladder changes caused by PBOO. A three-stage model was confirmed to simulate BOO-induced bladder remodeling in rats: hypertrophy, compensation and decompensation. Compared with the indicator BDNF, FGF2 can obviously distinguish the stages of hypertrophy and compensation.

Yu et al. (2019) provided single-cell transcriptomic map of human bladders which indicated cell clusters and marker distribution in different cell types. For example, we can easily search marker or activated gene expression in specific type of cells. The accurate location is more convenience for us to understanding the pathophysiology of bladder. To our knowledge, we performed the first RNA-seq and TMT-labeling proteomics analysis to investigate BOO-induced morphological and molecular alterations in the rat bladder. Except for two samples in 5-week PBOO rats, three biological duplicates were done for detecting differential expression in 4-week and 5-week PBOO rats. One sample was excluded because of quality control in the process of library construction. Actually, even two samples in 5-week PBOO rats were used for RNA-seq, our data still convincing. Because the consistence of these two samples shows very high and also, 95% of the RNA and protein expression data were synchronized in PBOO bladder tissues at week 5. 

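Across 11296 genes, the log2(FPKM + 0.1) values of the 2 PBOO samples of week 5 had a Pearson correlation of 0.944. The correlations within the other groups ranged from 0.968 to 0.986 in normal week 5, from 0.941 to 0.966 in PBOO week 4 and from 0.955 to 0.986 in normal week 4. Between PBOO and normal samples of week 5 they ranged from 0.803 to 0.873. These correlations are across genes within pairs of samples, and genes are not independent replicates. The median SD of a gene on the log2 scale was 0.257 over the 2 PBOO samples of week 5, 0.152 over the normal samples of week 5, 0.244 in PBOO and 0.156 in normal samples of week 4. The proteomic data were not analysed here.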

For RNA-seq and TMT-labeling proteomics analysis, we conducted differential expression analysis, GO enrichment analysis, GSEA pathway analysis and specific cell type expression based on sc-RNA-seq data analysis. Based on above analysis, we can easily find out high and low expression gene, cell location and related pathways in BOO rat bladder.

From the suggestion of the 2018 ICI-RS meeting (Bosch et al., 2019), the process of BOO development included oxidative stress, upregulation of hypoxia-inducible factor (HIF)-1α and vascular endothelial growth factor (VEGF), increased collagen content and detrusor wall thickening. However, in the rat PBOO model, we found hypertrophy of smooth muscle cells and hyperplasia of interstitial cells at week 4 and activation of the adaptive immune response at week 5. This process was consistent with the stages of hypertrophy and compensation described by Fusco et al. (2018), in a review of available studies on human tissues. However, no evidence showed that rats did not experience oxidative stress because the bladder tissues were extracted and analyzed at only two time points (week 4 and week 5). The life span of mice is shorter than that of humans. Therefore, oxidative stress may occur earlier than week 4. Evidence from available studies demonstrates that BOO induces molecular and morphological alterations in multiple bladder structures, namely, the urothelium, interstitial cells, smooth muscle cells, and neurons (Beppu et al., 2011; Drzewiecki et al., 2012; Iguchi et al., 2014, 2016; Hughes et al., 2016; Michishita et al., 2016). Current data indicated that smooth muscle cells and interstitial cells, including fibroblasts and myofibroblasts, were activated in and before week 4. After week 5, the rats with PBOO exhibited completely different molecular alterations, including activation of the adaptive immune response, inhibition of ion channel activity in smooth muscle cells, and apoptosis of urothelial cells. It seems that the decompensation stage had already appeared in week 5. Therefore, the current study can answer the question of how much time it takes before the bladder decompensates. The results demonstrated that the hypertrophy and compensation stages overlapped with each other. Hypertrophy and hyperplasia to some extent indicate bladder functional compensation.

Fibroblast growth factor 2, also known as bFGF, plays an important role in the development of PBOO, as proven by previous experiments (Imamura et al., 2007; Shi et al., 2009; Negoro et al., 2011). This protein has been implicated in diverse biological processes, such as limb and nervous system development, wound healing, and tumor growth (Chen et al., 2004). In the current analysis, FGF2 expression gradually increased after obstruction began, reached a peak level in week 4 and then gradually decreased after week 5. In control bladder tissues of rats and humans, no FGF2 was detected in bladder cells or in the serum. In addition, we found that the FGF2 level was slightly positively correlated with prostate volume, which may indicate that FGF2 is an important marker for severe disease in BPH patients. Zhu et al. (2008) noted a steady and significant increase in bFGF mRNA expression with the aggravation of BOO in Wistar rats. More importantly, a significant negative correlation was demonstrated between detrusor contraction force and the bFGF mRNA level (Zhu et al., 2008). However, the authors observed changes among only the control group, the BOO week 2 group and the BOO week 6 group, which did not reflect a dynamic process. Imamura et al. (2009) found that bFGF induces hypersensitivity to a cholinergic stimulus in the bladder via altered expression of connexin 43 in rats with BOO at week 4. However, in the current investigation, cell connexin proteins tended to be suppressed in the process of SMC hypertrophy. In summary, the role of FGF2 in the development of BOO was established, and further studies should focus on the factors driving FGF2 expression.

Some limitations of the present study should be mentioned. First, we still need more data regarding the development of PBOO in rats after week 5. Second, a limited number of patients were enrolled in the current clinical investigation. Also, the source of FGF2 in patient serum was obscured. FGF2 is a secreted protein which was not specifically expressed in bladder, also possibly come from tissues of hyperplasia prostate, kidney, and liver, et al. (Steringer and Nickel, 2018). More studies regarding the correlation between FGF2 level and parameters of bladder hypertrophy, such as BWT, DWT, even PVR need to be performed. Last, the molecular mechanism of FGF2 in bladder remodeling associated with PBOO remains unclear, and it remains difficult to target a single signaling pathway due to broad downstream effects.

## Conclusion

In conclusion, BOO induced substantial morphological and molecular alterations in the rat bladder between week 4 and week 5. The turning point from compensation to decompensation occurred at week 4 in rats with PBOO. FGF2 is involved in the development of hypertrophy in the PBOO bladder and shows a positive correlation with prostate volume in BPH patients.

## Data Availability Statement

The GEO accession number for the RNA-seq data is GSE167430. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium *via* the PRIDE partner repository (http://www.ebi.ac.uk/pride) with the dataset identifier PXD024378.

## Ethics Statement

The studies involving human participants were reviewed and approved by the Ethics Committee of Army Medical University (2018-YD-35-01). The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by Research Council and Animal Care and Use Committee of Army Medical University (approval no. SYXK20070002).

## Author Contributions

ZY and LL conceived, designed, supervised the project, wrote the manuscript, and responsible for all data present in current research. FH, XY, and RW were responsible for the BPH sample collection. YG and PL performed the experiments. ZY and WC conducted the bioinformatics analysis. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

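The deposited file is one table made by the authors, with FPKM values of 18507 genes in 11 columns, and all 11 columns were used. The columns were assigned to normal and PBOO bladder tissues of week 4 (3 and 3 samples) and week 5 (3 and 2 samples) from the sample labels. The columns of the normal week 5 samples are named as adult samples, and the sample records give them as the controls of week 5. The authors describe TruSeq libraries sequenced in pairs on a HiSeq4000, trimming with SeqPrep and Sickle, mapping with HISAT2 v2.0.4, assembly with StringTie v1.3.1, FPKM from featureCounts and differential expression with DESeq2. The genome build, the annotation and the strand of counting are not stated in the paper. The values were not scaled further, and the sums of the columns range from 424961 to 564343.

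Genes were compared on log2(FPKM + 0.1). Each week was fitted separately in R 4.3.3 with limma 3.58.1 (lmFit, then eBayes with a trend on the mean expression), for genes with a mean of at least 0.5 FPKM over the samples of the comparison, which left 11320 genes at week 4 and 13685 at week 5. The difference between weeks and the comparison of the normal samples of the weeks were fitted over all 11 samples and the 11296 genes that were above 0 in at least 1 sample of each week and passed the filter. Thresholds follow the paper's results: p under 0.05 with a 2-fold change at week 4 and a 4-fold change at week 5. The results do not say whether p was adjusted, and the unadjusted p was taken here. Benjamini-Hochberg adjusted p-values are given beside them. The authors' DESeq2 test needs read counts, which the table does not hold, so no count-based test was run, and the depth of each sample is unknown.

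Lists of transcription factor, growth factor and ion channel genes were read from the paper's supplementary tables and matched by symbol, with the RefSeq table of gene names (GRCr8) as a help for older symbols; a symbol shared by several genes was left unmatched. Cell connection, connexin, claudin, collagen and cytokine genes were chosen by symbol pattern. All other lists, among them the contractile, extracellular matrix, KEGG-like, Biocarta-like and cell marker lists, were written by hand before the values were seen, and stand in for sets that were not available. Each list was tested with camera from limma at an inter-gene correlation of 0.01, with the correlation estimated from the data as an alternative, and called genes were tested with Fisher's exact test (two-sided). Adjusted p-values are over 19 lists per week, and over 8 lists for the cell markers.

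Genes are named in the text where the paper names them (including Fig. 6G). From any longer list, up to 5 genes per direction are named, those with the largest absolute log2 fold change among eligible genes. Eligible genes had an unadjusted p under 0.05, at least a 2-fold change, a mean of at least 1 FPKM and groups that do not overlap. Gene names in Fig. 3O, Fig. 3Q, Fig. 3S, Fig. 4N and Fig. 6G were read by eye from the pictures. The authors drew these figures from their own data, so the directions found here are not an independent test of them. Results for some named genes are not reported here.

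The replicate numbers in the labels repeat across the groups, presumably for different animals, and nothing else pairs the samples. A replicate block was planned as an alternative. Same-numbered samples had a mean correlation of deviations of 0.121 at week 4 and 0.082 at week 5 (-0.064 and -0.082 for samples of different numbers). Within a week these values are tied, as deviations from a group mean sum to 0, so they do not show a pairing. Block results are given beside those of week 4.

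The steps were first run on simulated values with 200 changed genes at a true log2 change of 2. Of genes without a change, 5.2% at week 4 and 5.7% at week 5 had an unadjusted p under 0.05, and 1 of 100 random lists passed 0.05 in the list test. The simulated genes varied independently of each other. The random lists therefore do not show how the list test at a fixed correlation behaves when genes of a list are correlated. After adjustment, 6 unchanged genes were called at week 4 and 7 at week 5.

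Exact permutation tests were run with scipy 1.17.1, tables were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9. The proteomic, single-cell, serum, staining and cell culture data of the paper, and the published data it cites, were not analysed here. The paper's GSEA scores were not computed.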

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

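The difference between the effects of PBOO at week 4 and week 5 was a planned comparison. The comparison of Fgf2 with cell markers, the use of cell marker lists to weigh tissue composition, the test of the list results with the correlation estimated in other splits, the look at NADPH oxidase genes beside urothelial markers, the comparison of Fgf2 with markers under another pseudocount and the tests of sex and of contractile genes under scaling for the opposite changes were chosen only after the results were seen.

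The effect of PBOO on gene expression differed between week 5 and week 4 in 4516 of 11296 genes (limma interaction, adjusted p under 0.05). Scaling moved the median difference, which was 0.35 over all genes, and with median-ratio scaling 48.1% of the called genes were higher at week 5, against 66.2% without scaling. The fold changes of the weeks were negatively correlated under every setting tried.

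Of the 19 lists, 8 had an adjusted p under 0.05 in this difference at both the fixed and the estimated correlation. Given as week 5 minus week 4 with limma's adjusted p of camera at the estimated correlation, the median differences were -4.76 for contractile genes (0.00787), -3.84 for extracellular matrix genes (0.0182), -2.53 for focal adhesion genes (0.00787), -0.49 for actin cytoskeleton regulation genes (0.00787), -1.31 for smooth muscle contraction genes (0.00787), -0.44 for gap junction genes (0.00787), -2.78 for myogenesis genes (0.0121) and -3.15 for epithelial-mesenchymal transition genes (0.0182). Among others, collagen genes (-2.75, 0.0708), interferon response genes (2.73, 0.332) and NADPH oxidase genes (2.52, 0.153) passed at the fixed correlation only. The paper treats the weeks as different states of the bladder but does not test the difference itself.

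Among the genes the paper names, the interaction was -3.21 for Fgf2 and -3.48 for Gas6. For Bdnf it was -4.37 and for Vegfa 2.25, with limma adjusted p = 0.0115 and 0.00223. The genes of Fig. 6G drawn as high had -4.70 (Col1a1), -3.53 (Col5a2), -5.57 (Col8a1), -2.77 (Col4a1), -4.37 (Grem1), -5.28 (Acta2) and -0.70 (Pdgfrb). Those drawn as low had 0.90 (Ttf2), 1.09 (Brpf1), 2.19 (Gpt), 0.51 (Hm13), 1.01 (Snrpd2), -1.84 (Cxcl14) and -3.43 (Mettl7b). In limma the adjusted p of these genes ranged from 1.45e-05 for Gas6 to 0.0451 for Ttf2.

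Normalization by the authors was looked at through the correlation of the weeks' fold changes, which was -0.137 under the scaling alternative that brought it closest to 0. This correlation does not weigh for or against normalization, since a scaling moves all fold changes of a week by nearly the same amount and can hardly change it, so that by the correlation alone the opposite changes cannot be told apart from normalization. The size of the changes goes against a scaling of the samples: the median difference of contractile genes between the weeks was -4.85 under the scaling alternative nearest 0, and -4.76 without scaling. Whatever all samples of a week share drops out of the comparison within that week. A difference in sex between the groups of week 5 could not be excluded, because 0 normal samples of week 5 had Eif2s3y under 1 FPKM, so no normal sample looks female. The opposite changes cannot be told apart from a difference in sex between the groups of week 5. A switch from growth of the muscle wall at week 4 to its loss at week 5 remains a biological hypothesis.

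The fall of contractile genes at week 5 may reflect a smaller share of muscle and connective tissue in the PBOO samples. Neuron and glia markers, which are not contractile genes, fell by about as much, with a median of -4.20, while urothelial markers changed in both directions (5 of 15 upregulated and 6 downregulated). Endothelial markers, which belong to the same tissue, did not fall, with a median of 0.45 (1 of 10 upregulated and none downregulated at an unadjusted p under 0.05), which goes against a loss of connective tissue as a whole. The explanation is therefore left open. The fall of Fgf2 at week 5 could have the same source, as the difference between Fgf2 and the median of smooth muscle and fibroblast markers was 1.40. Much of this value comes from the pseudocount, to which Fgf2 in the PBOO samples (0.102 FPKM) is close: with a pseudocount of 0.01 the log2 fold change of Fgf2 was -3.27 and the difference 0.71. The rise of Fgf2 at week 4 might likewise follow a larger share of muscle and connective tissue, as it was 0.23 below the median rise of the markers (-0.23). Per 100 FPKM of the marker median, Fgf2 had 0.68 to 1.13 in normal and 0.61 to 1.43 in PBOO samples at week 4. At week 5 it had 0.37 to 0.46 in normal samples and 0.63 and 0.71 in PBOO samples, without overlap, where chance gives 20% for either direction. Fgf2 thus did not fall more than these markers, and whether it changed within cells cannot be told apart from a change of composition in these data.

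Genes of the NADPH oxidases of epithelia, which the paper does not discuss, were among the largest increases at week 5: Duoxa2 (log2 fold change 9.17), Duox2 (7.46) and Noxo1 (7.09), with limma adjusted p = 7.82e-05, 0.000178 and 0.000289. Of 12 genes of the NADPH oxidase list, which also holds Ncf1 (log2 fold change 3.85), 11 were upregulated and none was downregulated at an unadjusted p under 0.05. Urothelial markers had a median log2 fold change of 0.03, but 5 of 15 were upregulated and 6 downregulated at an unadjusted p under 0.05. This median therefore does not measure the share of urothelium. The largest increase among these markers was 3.52 (Krt5), below those of Duoxa2, Duox2 and Noxo1. For Duoxa2, Duox2 and Noxo1, this argues against a larger share of urothelium as the only source of the rise. All 8 neutrophil markers tested were also upregulated at week 5, with a median log2 fold change of 4.10. The rise of the whole list, with a median of 2.34, cannot be told apart from a larger share of urothelium or of neutrophils. The rise could also be part of an inflammatory response of the urothelium, but a difference in sex was not excluded for week 5.

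How often other splits of the samples give as many calls was counted as well. For week 4, only the real split among the 4 that part the same-numbered pairs (1 of 4, and 1 of 10 over all splits) reached 555 genes at the unadjusted threshold, 42 at the adjusted one, 154 transcription factor, 66 growth factor, 20 ion channel and 16 cell connection genes. The other splits had 20 to 216 genes at the unadjusted threshold and 0 at the adjusted one, apart from 7 in one split. With 3 samples per group, 1 of 4 is the smallest share such a count can show. For the number of lists past 0.05 at the fixed correlation, 3 of 4 splits (6 of 10) reached the 12 of the real one, so this number does not set the real split apart. The number says nothing of the size of the changes, and every other split still sets 2 samples of one group and 1 of the other against the reverse. With the correlation estimated, 1 of 4 splits reached the 4 lists of the real one. Between the normal samples of the weeks, the real split alone (1 of 4) reached 3199 genes, and the others had 0, or 7 to 534 at an unadjusted p.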

How the results depend on the processing

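The alternatives were set before the data were examined, and none was added later. They change the pseudocount, the filter, the scaling, the replicate block, the fit, the moderation of variances, the thresholds of the list counts and the correlation in the list tests, and they leave out each sample in turn. Over the leading results, 632 values stayed as they were within the limits set, 65 moved, 30 became weaker, 1 became stronger and 2 changed direction. Over 235 further results for named genes, 2218 stayed, 88 became weaker, 4 became stronger and 8 changed direction under the other alternatives, and 1193 stayed, 119 moved, 77 became weaker, 6 became stronger and 8 changed direction when a sample was left out. The cause was not tested.

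With a pseudocount of 1, 336 genes passed the unadjusted threshold at week 4, 335 of them shared with the 555, and 726 and 703 genes passed the 4-fold thresholds at week 5 (unadjusted and adjusted). The correlation of the weeks' fold changes was -0.211. The difference between weeks changed sign for Ntrk2 (0.03) and Mki67 (0.04).

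Without the filter on low values, 0 genes passed the adjusted threshold at week 4 (698 at the unadjusted one), 34 ion channel genes were called at week 4 and 74 at week 5. The ion channel list of week 5 had an adjusted p of 0.0707 and the Toll list 0.0376 in limma's camera.

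Median-ratio scaling left 0 genes at the adjusted threshold of week 4 (531 at the unadjusted one, 399 of them shared with the 555), 88 transcription factor and 10 cell connection genes. The ion channel list of week 4 had an adjusted p of 0.333 in limma's camera. At week 4, Vegfa had a log2 fold change of 0.20 and Hm13 of 0.08, and the difference between weeks of Hif1a was -0.20. Quantile normalization gave 85 genes at the adjusted threshold of week 4, 74 of them higher, and 90 transcription factor genes. The ion channel list had an adjusted p of 0.205 at week 4 and 0.0583 at week 5 in limma's camera. Vegfa had a log2 fold change of 0.14 at week 4, and the differences between weeks were 0.27 for Ntrk2 and -0.12 for Hif1a.

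Scaling changed the directions of the counts most. At week 4, 50.1% of the genes at the unadjusted threshold were higher in PBOO without scaling, 77.2% with median-ratio scaling and 71.3% with quantile normalization. Of the genes that differ between the normal samples, 7.6% were higher at week 5 without scaling, and 38.9% and 47.6% with the scalings (2194 and 2180 genes). Of the genes whose effect differs between weeks, 66.2%, 48.1% and 51.7% were higher.

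With the replicate block, which uses the pairing of replicate numbers, 1416 genes passed the unadjusted and 1200 the adjusted 4-fold threshold at week 5, and 3029 and 2266 the 2-fold thresholds. The block gave 134 higher and 109 lower transcription factor genes, 64 and 35 growth factor genes and 17 and 24 ion channel genes at week 5. The effect differed between weeks in 4044 genes, and 2852 differed between the normal samples. The ion channel list of week 5 had an adjusted p of 0.0660 with the block in limma's camera. Log2 fold changes with the block were -2.59 for Fgf2 and -2.97 for Gas6 at week 5, and the differences between weeks were -3.25 and -3.51.

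Fitting all 11 samples together gave 243 genes at the adjusted threshold of week 4. Without a trend in eBayes there were 0 (541 at the unadjusted threshold). Without moderation of variances there were 352 at the unadjusted threshold and 0 at the adjusted one, 813 and 1329 genes at the adjusted 4-fold and 2-fold thresholds of week 5, 89 transcription factor and 8 cell connection genes at week 4, and an adjusted p of 0.142 for the interferon list of week 4 in limma's camera.

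With thresholds on the list counts of at least 1.5-fold, 88 transcription factor and 30 growth factor genes passed at week 4. With at least 2-fold, 35 transcription factor, 7 growth factor, 9 ion channel and 3 cell connection genes passed at week 4, and 173 transcription factor and 68 growth factor genes at week 5. With p adjusted over all genes tested, 2 transcription factor, 1 growth factor, 0 ion channel and 0 cell connection genes passed at week 4 (20 and 16 of the last kinds at an unadjusted p). With p adjusted over the list alone, the numbers were 2, 9, 1 and 6.

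The camera inter-gene correlation estimated from the data weakened most list results. At week 4 the adjusted p was 0.0536 for the extracellular matrix and collagen lists, 0.0709 for smooth muscle contraction, 0.184 for the cell cycle, 0.709 for ion channels, 0.0545 for epithelial-mesenchymal transition and myogenesis and 0.787 for interferon response. At week 5 it was 0.0610 for the contractile, extracellular matrix, actin cytoskeleton and NF-κB lists, 0.294 for ion channels, 0.390 for cytokines, 0.135 for interferon response, 0.166 for caspases and 0.0866 for the death pathway.

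When each sample was left out in turn, the unadjusted count of week 4 ranged from 352 to 1024 and the adjusted count from 0 to 719, with the highest values without PBOO week 4 replicate 1. The list counts of week 4 ranged from 78 to 242 (transcription factors), 41 to 91 (growth factors), 14 to 31 (ion channels) and 9 to 19 (cell connections). The adjusted 2-fold count of week 5 ranged from 1679 to 2046 and the correlation of the weeks from -0.238 to -0.057. Adjusted p-values of limma's camera ranged from 0.00183 to 0.141 (ion channels, week 4), 4.27e-06 to 0.141 (interferon response, week 4) and 0.0471 to 0.0747 (ion channels, week 5). Fgf2 at week 4 ranged from 0.51 to 0.81, Gas6 at week 5 from -3.29 to -2.60 and the difference between weeks of Gas6 from -3.83 to -3.14. The synaptic list of week 4 changed direction without normal replicate 3 (adjusted p 0.857) and without PBOO replicate 2 (0.855), within a range from 0.401 to 0.857. Changes of sign were also seen in the differences between weeks. That of Mki67 ranged from -2.62 to 1.93, with 0.02 without normal week 4 replicate 1, 0.24 without PBOO week 4 replicate 3 and 0.04 without normal week 5 replicate 2. That of Hif1a ranged from -0.11 to 0.27, with -0.06 without normal week 4 replicate 1 and without PBOO week 4 replicate 3. That of Ntrk2 ranged from -0.64 to 0.08, the highest without normal week 5 replicate 2. At week 4, Vegfa ranged from -0.29 to 0.16, the highest without PBOO replicate 3, and Cxcl12 from -0.74 to 0.04, the highest without normal replicate 3.

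Without one of the 2 PBOO samples of week 5, a single sample is left, so no test or count was made and only fold changes are given. With a mean of at least 1 FPKM required, Fgf2 is not tested at week 5. Tests on read counts were not run, because the table holds none, and the unknown depth leaves open how much of the spread of low genes comes from counting.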

Differences from the paper's values

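At week 4, 278 genes were upregulated here at an unadjusted p under 0.05 and 2-fold, against the paper's 137. Of the alternatives set before the data were examined, a pseudocount of 1 (200), no moderation of variances (178) and the fits without PBOO week 4 replicate 2 (204) or replicate 3 (172) came within the limit of 1.5-fold, and the others did not.

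At week 5, 491 genes were upregulated here at 4-fold, against the paper's 314. A pseudocount of 1 (231), a mean of at least 1 FPKM (421), median-ratio scaling (437), the replicate block (458), all 11 samples in one fit (388), no moderation (361) and the fits without normal week 5 replicate 1 (464) or replicate 3 (427) came within the limit, and the others did not.

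For upregulated transcription factor genes at week 4, the number here was 16, against the paper's about 9 in Fig. 3M, read by eye. A 2-fold threshold (9), a 1.5-fold threshold (12), all 11 samples in one fit (13), no moderation (9) and the fits without normal week 4 replicate 3 (11) or PBOO week 4 replicate 2 (8) came within the limit, and the others did not. For downregulated transcription factor genes, the number was 138 against the paper's 68. A 1.5-fold threshold (76), quantile normalization (55), no moderation (80) and the fits without normal week 4 replicate 1 (79), 2 (69) or 3 (80) or PBOO week 4 replicate 2 (70) or 3 (78) came within the limit, and the others did not.

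For downregulated ion channel genes at week 4, the number was 9 against the paper's 26. No filter on low values (20) and the fit without PBOO week 4 replicate 1 (21) came within the limit, and the others did not.

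For growth factor-related genes at week 4, 17 were upregulated here against 33 in the paper's text, and 49 downregulated against 16 there. Fig. 3S draws these numbers the other way round, 16 as high and 33 as low, which is nearer to the counts here. Median-ratio scaling (38), quantile normalization (32) and the fit without PBOO week 4 replicate 1 (26) came within the limit for the upregulated number of the text. A 1.5-fold threshold (21), median-ratio scaling (15) and quantile normalization (19) did for its downregulated number, and the others did not.

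For upregulated growth factor-related genes at week 5, the number was 82 against the paper's 48. A 2-fold threshold (41), a 1.5-fold threshold (66), p adjusted over all genes (63) or over the list alone (67), median-ratio scaling (68), the replicate block (64), no moderation (66) and the fits without normal week 5 replicate 1 (68) or replicate 3 (64) came within the limit, and the others did not.

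The text of the paper gives more growth factor-related genes as high than as low at week 4, while Fig. 3S draws more of them as low. All 33 genes drawn as low had a negative and all 16 drawn as high a positive log2 fold change here. The legend of Fig. 6G gives the larger number of genes as high, while the picture draws the larger number as low. Here, 7 of the 17 had a positive log2 fold change at week 4.

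The paper states that the downregulated genes of week 4 were mainly enriched in channel activity and synaptic membranes. Here, 3 genes of its supplementary ion channel sheet and 1 gene of a hand-written synaptic list were among the 277 downregulated genes (Fisher's exact test, adjusted p = 0.929 for both lists), so no enrichment was found with these lists. The sheet lacks some channel genes, among them Asic4, which decreased most among the genes eligible to be named. Of the 25 genes drawn as low in Fig. 3O, 5 were downregulated at 2-fold. Without the filter on low values the count of downregulated genes of the sheet at any fold was 20.

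The paper states that the Toll pathway was activated at week 5. The adjusted p of the list standing in for it was 0.0792 in limma's camera, between 0.0606 and 0.162 when a normal sample was left out, 0.0376 without the filter on low values and 0.294 with the estimated correlation.

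The paper selects Fgf2 and Gas6 as high at week 4. Their log2 fold changes of 0.67 and 0.54 were below the 2-fold threshold, as under all alternatives, where the largest were 0.91 and 0.79 (median-ratio scaling).

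The paper writes that connexin proteins tended to be suppressed during hypertrophy of smooth muscle cells, a phase it places at week 4. Proteins were not analysed here. In RNA, Gja1 had a log2 fold change of 1.09 at week 4, while 6 of the 9 connexin genes tested had a negative one. At week 5, which this statement does not cover, Gjb2 had 1.90 and Gjc1 -1.97.

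The methods name an adjusted p, while the results do not say whether theirs is adjusted. At the adjusted threshold, limma called 42 genes at week 4.

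Other counts of the paper were within the limit here, and some alternatives reached them exactly. No filter on low values gave 14 upregulated ion channel genes at week 4, the replicate block gave 35 downregulated growth factor-related genes at week 5, and no moderation and the fit without normal week 5 replicate 1 each gave 16 upregulated ion channel genes at week 5.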

Other observations

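The patterns of Y-linked genes, of prostate genes in one sample and of genes listed at 0 were met while the table was read. The tests of sex, of the interferon list without one sample and of symbols among genes listed at 0 were chosen only after the pattern was seen. The tests of missing genes, of prostate tissue and of scaling without the highest genes had been written down before their result was known.

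The paper describes female rats, yet 3 Y-linked genes were expressed in all 3 normal samples of week 5 and were at or near 0 in the PBOO samples. Eif2s3y had 20.9, 24.8 and 15.8 FPKM in the normal samples and 0 and 0.0320 in the PBOO samples, Kdm5d 5.61, 5.97 and 5.25 against 0 and 0, and LOC103694537 4.07, 3.63 and 3.49 against 0 and 0. Of the Y-linked genes with a mean of at least 1 FPKM in the normal samples, 3 of 3 were higher in every normal than in any PBOO sample, where chance gives 10% per gene for this direction and 20% for either. Choosing genes by their normal samples favours this direction. The other 4 Y-linked genes in the table were under 1 FPKM in every sample and did not share 1 pattern: Rbmy1j was above 0 only in the normal samples of week 5, Ddx3y had 0.0700 to 0.353 FPKM there and 0 and 0.0543 in the PBOO samples, and LOC103694571 and LOC108353315 were highest in PBOO replicate 2 (0.174 and 0.0832). The pattern of the 3 genes is consistent with the explanation that the normal rats of week 5 were male and the PBOO rats female. Genes missing from the PBOO columns of week 5 are an unlikely reason, as only 2 of 8147 genes at 5 FPKM or more in every normal sample were listed at 0 in both PBOO samples (Kdm5d and Ddx3). At week 4, 6 of the 7 genes are listed at 0 in all 6 samples, while Ddx3y had 0.0689 to 0.338 FPKM in them, so the sex of those rats was not read from these genes. If the sexes differ, every comparison at week 5 is between sexes as well as between PBOO and normal rats, and the design has no sample that could separate them.

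In normal week 5 replicate 2, 19 genes had at least 10 FPKM and at least 20 times the value of any other sample. Psbpc2 had 3462 FPKM, Scgb2a1 1642, Andpro 1185, Scgb2a2 1129, Scgb1d2 752 and Pbsn 30.8, and these genes are known from secretions of the prostate. Prostate tissue in that sample is a possible explanation. Its test on a list of prostate genes is void, since only 6 of the 15 genes (40%) are in the table. Of these 6, 2 (Hoxb13 and Pbsn) were at least 5 times as high in that sample as in any other. Pbsn is also one of the 19 genes above, so the list is not separate from the pattern. No biological explanation was tested.

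The median log2 fold change of all genes at week 4 was -0.25. It was -0.08 when each sample was scaled on the sum of all genes except the 50 highest, which suggests that a few genes taking more of the total in PBOO samples lower the rest. The 10 highest genes took 13.7% to 20.0% of the FPKM sum in the PBOO samples of week 4 and at most 9.7% in the normal ones. Counts of downregulated genes at week 4, among them those of transcription factors and growth factors, could therefore be too high in unscaled values.

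Interferon response genes had a median log2 fold change of -1.06 at week 4, with 14 downregulated and none upregulated. Irf7 was high in the normal group with a large spread. One normal sample with high values may explain this in part or in full. Without normal week 4 replicate 2 the list had a median of -0.59 and lay 0.34 below all genes (-0.34), but its adjusted p in limma's camera was 0.138, so that a remaining decrease was not shown. The adjusted p ranged from 4.27e-06 to 0.141 over the samples left out, and was 0.787 with the estimated correlation. Infection or stress in single normal rats is a hypothesis that the design does not test.

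Of the 4871 genes listed at 0 in every week 4 sample, 47.6% have a symbol that is not a current RefSeq symbol, against 4.6% of the other genes. This is consistent with tables of different annotations joined by symbol, with 0 filled in where a symbol was missing. A gene listed at 0 for a whole week is therefore not evidence that it was not expressed.

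Bdnf rose at week 4, and at week 5 had 0.143 ± 0.0963 FPKM (SD, n = 3) in normal and 0.101 ± 0.0534 FPKM (SD, n = 2) in PBOO samples, below the filter. Ntrk2, which encodes its receptor, had a log2 fold change of -0.27 at week 4 (limma adjusted p = 0.584). Hif1a had log2 fold changes of 0.23 and 0.31 at weeks 4 and 5 (limma adjusted p = 0.391 and 0.177). Vegfa had 25.5 ± 8.10 FPKM (SD, n = 3) in PBOO samples at week 4 and 275 ± 124 FPKM (SD, n = 2) at week 5, where its log2 fold change was 2.20 (limma adjusted p = 0.00585). No technical explanation was tested for these genes beyond those given for week 5.

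Relative to Gapdh, Fgf2 in normal bladder tissues was 0.00339 to 0.00423 at week 4 and 0.00153 to 0.00227 at week 5. In PBOO replicates 1, 2 and 3 of week 4 it was 0.00432, 0.00581 and 0.00334. On this scale the groups of week 4 overlapped, with PBOO replicate 3 below every normal sample. In the PBOO samples of week 5 it was 0.000174 and 9.92e-05, below every normal sample. In all, 3199 genes differed between the normal samples of the weeks. Apart from the count over other splits of these samples, no explanation was tested.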
